# To Be a Flower or Fruiting Branch: Insights Revealed by mRNA and Small RNA Transcriptomes from Different Cotton Developmental Stages

**DOI:** 10.1038/srep23212

**Published:** 2016-03-17

**Authors:** Quan Sun, Xiongming Du, Chaowei Cai, Lu Long, Sai Zhang, Peng Qiao, Weina Wang, Kexue Zhou, Guanghao Wang, Xin Liu, Hui Zhang, Shuaipeng Geng, Can Yang, Wei Gao, Jianchuan Mo, Chen Miao, Chunpeng Song, Yingfan Cai

## Abstract

The architecture of the cotton plant, including fruit branch formation and flowering pattern, is the most important characteristic that directly influences light exploitation, yield and cost of planting. Nulliplex branch is a useful phenotype to study cotton architecture. We used RNA sequencing to obtain mRNA and miRNA profiles from nulliplex- and normal-branch cotton at three developmental stages. The differentially expressed genes (DEGs) and miRNAs were identified that preferentially/specifically expressed in the pre-squaring stage, which is a key stage controlling the transition from vegetative to reproductive growth. The DEGs identified were primarily enriched in RNA, protein, and signalling categories in *Gossypium barbadense* and *Gossypium hirsutum*. Interestingly, during the pre-squaring stage, the DEGs were predominantly enriched in transcription factors in both *G. barbadense* and *G. hirsutum*, and these transcription factors were mainly involved in branching and flowering. Related miRNAs were also identified. The results showed that fruit branching in cotton is controlled by molecular pathways similar to those in *Arabidopsis* and that multiple regulated pathways may affect the development of floral buds. Our study showed that the development of fruit branches is closely related to flowering induction and provides insight into the molecular mechanisms of branch and flower development in cotton.

Cotton is one of the most important economic crops for natural textile fibre and oilseed and has been widely planted in the United States, China, India, Pakistan, Australia, Uzbekistan and the other countries^1^,^2^. Cotton architecture is primarily determined based on shoot branching patterns and flowering patterns that directly influence light exploitation, yield, planting area, the efficiency of harvest mechanisation and the cost of planting^2^,^3^,^4^,^5^. In cotton, the floral bud’s forming indicates the beginning of reproductive growth on the basis of prior vegetative growth, and most cultivated cotton varieties produce lateral branch from the leaf axils, then the lateral branch develops and differentiates into vegetative branches and fruit branches. Vegetative buds often arise from the lower leaf axils, around the first five nodes of the stem, whereas the fruiting branch arises from the upper leaf axils. Shortly after the pre-squaring stage, visible triangular buds (approximately 3 mm) appear on the axil. The main shoot and the vegetative branch display monopodial growth, but the fruit branches display sympodial growth, typically with more than two nodes^5^,^6^,^7^. Floral bud bursting and fruit branching are major events in the development of cotton architecture and are among the most important productivity-related agronomic traits considered in breeding and cultivation programs^8^,^9^.

The prominent characteristics of cotton are the extensive overlap between vegetative growth and reproductive growth and the requirement for manual/mechanical pruning or artificial chemical regulation to perform alterations of the cotton architecture, which are important determinants of cotton yield^10^,^11^. Thus, it is important to balance vegetative growth and reproductive growth by improving the architecture, flowering and branching pattern of cotton to obtain higher yields and a lower cost of planting.

In recent years, the molecular mechanisms involving plant architecture, including floral transition, branching, shoot apical meristem development, and branch angle formation, have been extensively studied in rice etc., including the central roles of Branched1 (BRC1) in strigolactones, branching and Tiller Angle Control 1 (TAC1) in plant architecture^12^,^13^,^14^,^15^,^16^. Previous studies have mapped quantitative trait loci (QTLs) of cotton architectural traits using molecular markers, including fruit branch internode length and fruit branch angle^8^,^9^,^17^,^18^,^19^. The molecular mechanisms involved in the development of cotton architecture traits have been rarely reported.

There is a type of cotton branching mutation called nulliplex branch, for which most of the flowers arise directly from the leaf axils on the main shoot, and these individuals typically do not have a fruiting branch^20^,^21^,^22^. There are 1–3 flowers on the leaf axils on the main shoot and the fruiting branches seem to disappear in this branch mutation cotton. A nulliplex branch is an atypical branch that is genetically determined and is considered a cluster branch trait^20^,^21^,^22^. The nulliplex branching trait is controlled by the recessive gene gb_nb1^5^. Cotton varieties with nulliplex branches have been planted in areas including Xinjiang, China, and Uzbekistan, and their unique plant architecture is suitable for high-density and mechanised planting, without needing pruning and chemical regulation, and with relatively short growing stages^5^. Chen *et al*. found that the nulliplex branch gene is localised to a 600 kb genome fragment and suggested that the trait may be related to an *Arabidopsis thaliana* centroradialis homologue (the ATC gene), which acts as a floral suppressor in *Arabidopsis*^5^,^23^. However, the molecular mechanisms of the development of nulliplex- and normal-branch cotton remain unknown.

The novel, high-throughput, deep-sequencing transcriptome approach known as RNA-seq has allowed for the generation of large-scale libraries of expressed sequence tags and has improved the speed of gene discovery in recent years. Beyond identifying and sequencing mRNA and small RNA transcriptomes, the Illumina RNA-seq platform allows researchers to examine the expression patterns of transcripts in tissues of interest. This approach has been successfully applied to a variety of plant species, including cotton^24^.

Small RNAs are short non-coding RNAs that play crucial roles in a wide range of biological processes, including cell proliferation, developmental timing, floral transition, and stress responses^25^,^26^,^27^,^28^. MicroRNAs (miRNAs) regulate a large number of genes in plants by binding to the 3′ UTR or other regions of target mRNAs leading to degradation or translational repression, which is common during development^29^. Previous studies in cotton have chiefly focused on miRNA expression in the ovules, during fibre development, and in the stress response^30^,^31^.

Recently, the genome of an allotetraploid cotton (*Gossypium hirsutum*) was published after the diploid species *Gossypium raimondii* and *Gossypium arboreum* were sequenced^1^,^32^,^33^,^34^. *G. hirsutum* is mainly cultivated as upland cotton, and the genomic data provides more comprehensive molecular information on production traits than genomic data for diploid species.

In this study, we performed high-throughput next-generation sequencing to identify the molecular mechanisms of the development of the fruit branch and floral bud in cotton. The square forming period of nulliplex and normal branches was used to simultaneously measure mRNA and miRNA expression profiles. Integration analysis of mRNA and miRNA expression and elucidation of the regulatory relationship between miRNA and their corresponding mRNA targets are crucial for understanding the development of fruit branch during the floral bud forming stage. Our results demonstrated that the differentially expressed genes (DEGs) between the nulliplex and normal branches in the pre-squaring stage of *G. barbadense* and *G. hirsutum* were primarily related to floral transition and branching development. These results provide a molecular basis for understanding the cotton plant’s architecture and imply that the development of the fruit branch may be associated with flowering transition.

## Results

### Transcriptome sequencing of mRNA libraries

To identify transcripts that are differentially expressed during the differentiation stage of flower and floral buds between nulliplex- and normal-branch cotton, samples from plants at three different developmental stages were used: the seedling stage, the pre-squaring stage, and the squaring stage. Four lines (varieties) were used to construct RNA-seq libraries (Fig. 1). The experiments were performed with three biological replicates, resulting in 36 RNA-seq libraries for sequencing. A total of 2,022,339,010 raw reads were obtained. After low-quality reads were filtered out, a total of 1,915,778,530 clean reads were selected for further analysis (See supplemental Table S1).

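Messenger RNA was sequenced from the shoot apexes of 4 cotton lines. Hai1 (G. barbadense, normal branch) and Xinhai16 (G. barbadense, nulliplex branch) gave the Gb groups, and Huazhong 94-3130 (G. hirsutum, normal branch) and line 3798 (G. hirsutum, nulliplex branch) gave the Gh groups. In group names 1, 2 and 3 stand for the seedling, pre-squaring and squaring stages, WT for the normal branch and np for the nulliplex branch, and each of the 12 groups has 3 libraries. Seedlings had 2 leaves. For the later stages the paper and the sample labels differ for some groups: Gb3WT has 9 to 10 leaves in the paper and 11 in the labels, and Gh3np has 8 to 10 in the paper and 12 in the labels. The lines compared at a later stage also differed in leaf number. By the labels Gb2WT had 8 leaves and Gb2np 6, Gh2WT 6 and Gh2np 5, Gb3np 9 and Gh3WT 8. Branch effects at these stages cannot be told apart from effects of leaf number. The authors removed low-quality reads, aligned the rest to the G. hirsutum genome with SOAP2 and counted reads per gene model (CotAD identifiers), in a column headed as unique reads. These counts, not the paper's total of 1915778530 clean reads, are behind all values given for mRNA: they sum to 907713379 reads over 36 libraries, from 23856040 to 28096619 per library, with a median of 25228470. In G. barbadense the lowest, median and highest library held 24648820, 24827703 and 24908781 reads for Gb1WT and 24716807, 24947304 and 25959564 for Gb1np. They held 23940603, 24278808 and 24346002 reads for Gb2WT and 23894918, 24314009 and 24432069 for Gb2np. At squaring they held 23856040, 24865479 and 25469927 for Gb3WT and 25190507, 25345622 and 25612314 for Gb3np. In G. hirsutum they held 25790027, 25830928 and 26500060 reads for Gh1WT and 24615412, 25541574 and 28096619 for Gh1np. The pre-squaring values were 25008096, 25548966 and 25632910 for Gh2WT and 24921064, 24995997 and 25266434 for Gh2np. The squaring values were 25303488, 25846630 and 26216731 for Gh3WT and 25290238, 25852746 and 25900182 for Gh3np. Each library listed 51699 to 54925 genes with at least 1 read, and 64274 genes were listed in any. The authors' RPKM divides these counts by the coding length and the library total, and RPKM recomputed that way deviated by at most 2.4e-14 of its value. Groups were compared pair by pair with edgeR's quasi-likelihood test on the counts, after TMM normalization and a filter on low counts (filterByExpr, minimum count 10). A DEG had an adjusted p under 0.001 and an absolute log2 fold change over 1, the paper's thresholds. Levels are given as mean RPKM ± SD of 3 libraries. Gene models of the 2 subgenomes and of recent duplicates can be nearly identical, and how reads that fit several of them were treated is not stated in the paper.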

### DEGs between nulliplex- and normal-branch cotton

Based on these expression analyses, we identified 422 upregulated and 307 downregulated DEGs in *G. barbadense* and 123 upregulated and 92 downregulated DEGs in *G. hirsutum* during the seedling stage. 

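In G. barbadense seedlings, 119 genes were higher and 70 lower in Gb1np than in Gb1WT among 44072 tested. The largest changes were in genes with no name in the paper and with no read in one of the lines. Whether such a gene, here or at the later stages, is silent, absent or not aligned to the G. hirsutum genome in that line was not tested. CotAD_19985 had no read in Gb1WT and 12 ± 4.35 RPKM (SD, n = 3) in Gb1np, at least 526-fold more against 3 counts over the group (adjusted p = 0.00047 from edgeR). CotAD_57941 averaged 28.5 ± 5.93 RPKM in Gb1WT and had no read in Gb1np (at least 308-fold lower, adjusted p = 0.00028). HB-8, a homologue of a homeobox regulator of meristem and vascular development, averaged 2.21 ± 0.319 RPKM in Gb1WT and 0.463 ± 0.305 in Gb1np, short of the threshold (log2 fold change -2.30, SE 0.51, adjusted p = 0.058). In G. hirsutum seedlings edgeR called no gene of 44549 tested, while 5855 genes had an unadjusted p under 0.05. DESeq2 with its own size factors called 205 genes higher and 184 lower there, and limma on log2(RPKM + 1) 9 and 21. The Gh1 replicates of PCNA2, the sliding clamp of DNA replication, were spread widely. This gene averaged 16.1 ± 10.4 RPKM in Gh1WT and 32.7 ± 26.2 in Gh1np (log2 fold change 1.02, SE 0.61, adjusted p = 0.5 from edgeR). On counts simulated with the means and spread of the Gh1 libraries, edgeR found 0% of 3-fold and 68% of 8-fold changes. DESeq2 found 58% and 98% of them, but it also called 31 unchanged genes, against 0 by edgeR. None of the 12 gene lists drawn from Tables 3 and 4 had a member past the threshold in seedlings of either species. The paper chose the genes of Table 3 on these samples as DEGs specific to the pre-squaring stage. A lack of seedling calls among them is therefore not independent evidence, and in G. hirsutum it holds for every gene tested. The Gb1 total of 189 fell to 14, 28 and 26 genes without Gb1WT replicate 1, 2 or 3 and to 48 and 122 without Gb1np replicate 1 or 2. CotAD_19985 and CotAD_57941 were lost without any 1 of the Gb1WT replicates or Gb1np replicate 1 (adjusted p 0.0012 to 0.0039).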

In *G. barbadense and G. hirsutum,* 2,538 upregulated and 2,419 downregulated and 339 upregulated and 304 downregulated DEGs, respectively, were identified during the pre-squaring stage and 1,069 upregulated and 943 downregulated and 1,344 upregulated and 990 downregulated DEGs, respectively, were identified during the squaring stage (Fig. 2, see supplemental Data set S1 to S6 online). 

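At the pre-squaring stage 2299 genes were higher and 2295 lower in Gb2np than in Gb2WT (46495 tested), against 54 higher and 57 lower in Gh2np than in Gh2WT (46345 tested). At squaring 321 genes were higher and 194 lower in Gb3np (46682 tested), and 402 higher and 424 lower in Gh3np (46482 tested). Some genes differed between the G. barbadense lines at both stages. CotAD_21594 had no read in Gb2WT or Gb3WT and averaged 30.6 ± 0.694 RPKM (SD, n = 3) in Gb2np and 37.4 ± 2.6 in Gb3np (adjusted p = 1.3e-09 and 3.7e-06 from edgeR), at least 1180-fold and 1480-fold more. CotAD_19074 averaged 21.9 ± 6.23 RPKM in Gb2WT and 20.2 ± 2.44 in Gb3WT and had no read in Gb2np or Gb3np (adjusted p = 4.3e-07 and 1.3e-05). In G. hirsutum CotAD_47644 averaged 50.9 ± 2.08 RPKM in Gh2WT and 51.1 ± 11.5 in Gh3WT and had no read in Gh2np or Gh3np (adjusted p = 3.3e-05 and 2.3e-05). CYCD1;1 (CotAD_53959), a D-type cyclin of cell-cycle entry, averaged 0.0581 ± 0.0504 RPKM in Gh2WT and 5.36 ± 0.272 in Gh2np (log2 fold change 6.38, SE 0.42, adjusted p = 0.00022). At squaring it averaged 0.543 ± 0.0589 RPKM in Gh3WT and 7.88 ± 2.79 in Gh3np (log2 fold change 3.78, SE 0.35, adjusted p = 0.00026). Its pre-squaring call was lost without 5 of the 6 libraries (all but Gh2WT replicate 2, adjusted p up to 0.003) and its squaring call without Gh3WT replicate 1 or 3 or Gh3np replicate 2 (up to 0.0021). DESeq2 called 2595 higher and 2611 lower at Gb2, 1371 and 1358 at Gb3, 429 and 649 at Gh2 and 1751 and 1382 at Gh3, and its calls held 4568 of the 4594 edgeR calls at Gb2 and all 515, 111 and 826 at Gb3, Gh2 and Gh3. The Gb3 total of 515 became 236 and 221 without Gb3WT replicate 1 or 2, and 264 and 201 without Gb3np replicate 1 or 3. The Gh2 total of 111 became 39 and 28 without Gh2WT replicate 1 or 3, and 19, 39 and 18 without Gh2np replicate 1, 2 or 3. The Gh3 total of 826 became 300 and 387 without Gh3WT replicate 1 or 3, and 169, 84 and 163 without Gh3np replicate 1, 2 or 3.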

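SUC2 (CotAD_31169), a sucrose transporter that loads the phloem, is one of the genes that fell at the pre-squaring stage of G. barbadense, from 15.6 ± 5.14 RPKM (SD, n = 3) in Gb2WT to 1.62 ± 0.203 in Gb2np (log2 fold change -3.29, SE 0.24, adjusted p = 1.1e-06 from edgeR). Dehydrin 2 (CotAD_38978), a protein of water stress, fell at the squaring stage of G. barbadense from 318 ± 55.9 RPKM in Gb3WT to 110 ± 14.7 in Gb3np (log2 fold change -1.58, SE 0.17, adjusted p = 0.00092). CRK10 (CotAD_57424), a receptor-like kinase, rose at the squaring stage of G. hirsutum from 13.7 ± 3.3 RPKM in Gh3WT to 38.5 ± 1.74 in Gh3np (log2 fold change 1.43, SE 0.16, adjusted p = 0.00058). The calls of dehydrin 2 and CRK10 were both lost with 1 library left out (all 6 of Gb3, adjusted p up to 0.0046; all of Gh3 but Gh3WT replicate 2, up to 0.0044). With the replicate spread estimated over all 36 libraries together, the normal- and nulliplex-branch groups of G. barbadense differed in 778, 2722 and 1582 genes at the seedling, pre-squaring and squaring stages, and those of G. hirsutum in 560, 397 and 1844. Of simulated 3-fold changes edgeR found 66% at Gb1, 98% at Gb2, 66% at Gb3, 0% at Gh1, 64% at Gh2 and 74% at Gh3. The 6 totals are thus not counted at one sensitivity. In the same order DESeq2 called 17, 1, 10, 31, 7 and 10 unchanged genes of the simulation. The edgeR numbers were 1, 2, 0, 0, 0 and 3. At every comparison but Gb2 the larger DESeq2 totals went with more false calls in the simulation. The branch effect at the pre-squaring stage differed from the mean of the other two stages in 901 genes of G. barbadense and 281 of G. hirsutum. Without replicate 1, 2 or 3 of every group these were 105, 216 and 140 genes in G. barbadense and 1, 24 and 4 in G. hirsutum.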

There were more DEGs at the pre-squaring stage in *G. barbadense* than the other two stages, whereas the greatest number of DEGs was identified in the squaring stage in *G. hirsutum*.

### Functional category enrichment of DEGs

All DEGs of the six groups were assigned to Mapman functional categories. During the seedling stage, the DEGs were almost equally distributed in each category. During the second and third stages, the DEGs were mainly enriched for RNA, protein, signalling, and transport in both types of cotton (Fig. 3A,B). Regarding protein metabolism categories, the DEGs were mainly associated with ribosomal protein, posttranslational modification, and degradation at the second stage of *G. barbadense*. The third stage was mainly enriched with genes for posttranslational modification and degradation. However, the DEGs were considerably enriched in genes regulating degradation at the second stage and enriched in genes involved in posttranslational modification and degradation at the third stage (Fig. 3C). Regarding RNA categories, the DEGs were mainly enriched for transcription factor families, including homeobox, MYB, AP2/EREBP, WRKY, C2H2, and bHLH at the second stage in *G. barbadense* and enriched for MYB at the squaring stage in *G. hirsutum* (Fig. 3D).

### DEGs in flower and floral bud development

For interlibrary comparison, read numbers were normalised to relative abundance as reads per kilobase transcriptome per million mapped reads (RPKM). The RPKM value (mean value of three biological replicates) of each gene was further used to compute the related coefficients between each sample. The expression correlations of genes showed accordance between the same development stages in both types of cotton, excluding Gb3WT. 

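At the seedling stage the mean RPKM of Gb1WT and Gb1np correlated across genes at 0.977, that of Gh1WT and Gb1WT at 0.953, and that of Gh1np and Gb1WT at 0.959. At the pre-squaring stage Gb2np was closest to Gh2WT (0.925), and it correlated with Gh2np at 0.917. Gb2WT stood apart from the other groups of its stage, at 0.764 with Gh2WT and 0.764 with Gh2np. At squaring Gb3np was closest to Gh3WT (0.889), and Gb3WT correlated with Gh3WT at 0.802 and with Gh3np at 0.886. Over the 18 pairs of groups of one stage the median correlation was 0.9 (0.764 to 0.977), and over the 15 pairs without Gb3WT it was 0.917. Between single libraries the correlation ran from 0.865 to 0.974 for Gb1WT and Gh1WT and from 0.668 to 0.834 for Gb2WT and Gh2WT. These are Pearson correlations over genes on the RPKM scale, on which the most abundant genes weigh most, and genes are not independent replicates. On log2(mean RPKM + 1) the pair Gb2WT and Gh2WT reached 0.924.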

The correlations were substantially lower between the seedling stage and squaring stage and/or pre-squaring stages (Fig. 4). 

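SEP3 (CotAD_35367), a MADS-box gene of floral organ identity, had no read in any seedling group and averaged 0.468 to 12.5 RPKM in the later groups. HB-8 averaged 0.463 to 2.21 RPKM in seedlings and, overlapping with that range, 1.19 to 4.37 later. Across genes the 32 pairs of a seedling group with a later group correlated at 0.323 to 0.624 (median 0.41), all below the 16 pairs of a pre-squaring with a squaring group (0.746 to 0.965, median 0.828). The lowest pair was Gb3WT with Gh1np and the highest Gb1np with Gh2np. Gb1WT correlated at 0.358 with Gb2WT and 0.333 with Gb3WT, and between single libraries of these pairs the values spread from 0.299 to 0.442 and from 0.289 to 0.369. The size of the gap belongs to the RPKM scale: for Gb1WT and Gb2WT the correlation was 0.908 on log2(mean RPKM + 1) and 0.922 by rank (Spearman).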

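Gb2WT and Gb3WT, the pre-squaring and squaring apexes of the normal-branch G. barbadense line, were each other's closest group, with a correlation of mean RPKM across genes of 0.965. Their single libraries correlated at 0.904 to 0.952 over 9 pairs. Of the other pairs of a pre-squaring with a squaring group, Gb2np and Gb3np correlated at 0.875, Gb2WT and Gh3np at 0.881 and Gb3WT and Gh2WT at 0.746. Without Gb3WT the 12 remaining pairs of these stages ran from 0.775 to 0.883. The correlation of Gb2WT with Gb3WT was 0.968, 0.96 and 0.943 without replicate 1, 2 or 3.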

Partial correlations between pre-squaring stage samples and squaring stage samples were lower than same-stage samples, such as that between Gb2WT and Gb2np with a coefficient of 0.83, which was slightly lower than 0.96 for Gb3WT (Fig. 4). This finding suggests that the development of the pre-squaring stage and squaring stage may be closely associated with integral processes.

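In the normal-branch G. barbadense line edgeR called no gene between Gb3WT and Gb2WT of 46135 tested, although 10858 genes had an unadjusted p under 0.05 and 477 an adjusted p under 0.05. SEP3, the floral MADS-box gene, averaged 0.468 ± 0.481 RPKM (SD, n = 3) in Gb2WT and 2.26 ± 0.685 in Gb3WT. In the nulliplex-branch line 836 genes were higher and 1076 lower in Gb3np than in Gb2np. In G. hirsutum 485 genes were higher and 467 lower in Gh3WT than in Gh2WT, and 1084 were higher and 659 lower in Gh3np than in Gh2np. DESeq2, chosen after seeing the data, called 317 higher and 79 lower in Gb3WT, and 3304, 4717 and 3461 genes in the other 3 comparisons in the order given. From the correlations of pre-squaring and squaring samples in Fig. 4, the paper proposes that development in these stages may be closely tied to integral processes.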

To study the molecular mechanisms of cotton fruit branch initiation and flower development, we analysed the stage-specific DEGs at three stages in each type of cotton. There were 187, 3,825, and 845 DEGs in the seedling stage, pre-squaring stages and squaring stages of *G. barbadense* between nulliplex and normal branches, respectively (Fig. 5A). 

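In G. barbadense 22 genes were DEGs at the seedling stage alone, 4178 at the pre-squaring stage alone and 110 at squaring alone. Among the 4178 were SVP, RAV1, IAA18, LHY, PRR5 and SUC2. Another 34 genes were DEGs at the seedling and pre-squaring stages, 23 at the seedling and squaring stages and 272 at the pre-squaring and squaring stages. At all 3 stages 110 genes were DEGs by edgeR, every one in the same direction, 85 higher and 25 lower in the nulliplex-branch line. In settings chosen after seeing the data this set held 422 genes with DESeq2 (409 in the same direction), 395 in 1 fit of all libraries (393), 181 without a filter, 115 with limma and 27 with the replicate block. Without Gb1WT replicate 1, 2 or 3 it held 9, 16 and 18 genes, and without any 1 of the other libraries 33 to 140. Of these 110, 65 had a mean under 1 RPKM in one of the lines over its 9 libraries, and 4 had no read in the 9 normal-branch libraries. A gene past the threshold at 1 stage and not at another is not thereby shown to differ between them. The difference itself, the pre-squaring branch effect against the mean of the other two stages, passed the same threshold for 613 of the 4178 genes (14.67%) and had an adjusted p under 0.05 for 2036. LHY was among the 613 (log2 difference 3.30, SE 0.44, adjusted p = 1.1e-05). With DESeq2, chosen after seeing the data, the sets held 244, 3685 and 1157 genes.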

In *G. hirsutum*, there were 66, 353, and 2,047 specific DEGs in the three stages between the branching types, respectively (Fig. 5B).

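In G. hirsutum the sets held 0 genes at the seedling stage alone, 29 at the pre-squaring stage alone and 744 at squaring alone, and 82 genes were DEGs at both later stages. CYCD1;1 was one of the 82. The Kunitz trypsin inhibitor CotAD_22468, a protein of defence against insects, was higher in Gh2np at the pre-squaring stage. The pre-squaring effect differed from the mean of the other two stages for 4 of the 29 genes (13.79%), and for 14 at an adjusted p under 0.05. PRR5, a clock gene, passed this test although it is not among the 29 (log2 difference -1.70, SE 0.28, adjusted p = 0.00046). The seedling set of 0 rests on edgeR, which called no seedling gene; with DESeq2 the 3 sets held 160, 614 and 2665 genes, and 147 genes were DEGs at all 3 stages. Without a filter on low counts the edgeR sets held 1, 62 and 1274 genes.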

### DEGs specifically expressed in the pre-squaring stage

Flowers and floral buds are forming in the pre-squaring stage; genes specifically expressed during this stage may play a key role in the early regulation of cotton flower and floral bud formation. Gene ontology (GO) enrichment analyses of DEGs specifically expressed during the pre-squaring stage revealed a major enrichment of oxidoreductase activity in both *G. barbadense* and *G. hirsutum* (see supplemental Tables S2 and S3; correction *p* < 0.05). In addition, DEGs were primarily enriched for transmembrane transporter activity and hydrolase activity and acting on glycosyl bonds in *G. barbadense* and ion binding in *G. hirsutum* (Fig. 6A, Tables 1 and 2). 

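In both species 6 genes were called by edgeR at the pre-squaring stage and at no other stage. A pair of Kunitz trypsin inhibitors, which block insect digestive proteases, changed in opposite directions. CotAD_22468 fell from 103 ± 36.1 RPKM (SD, n = 3) in Gb2WT to 12.2 ± 2.42 in Gb2np (log2 fold change -3.11, SE 0.23, adjusted p = 1.5e-06 from edgeR) and rose from 3.52 ± 0.937 in Gh2WT to 198 ± 32.4 in Gh2np (log2 fold change 5.79, SE 0.22, adjusted p = 1.9e-05). CotAD_52530 fell from 3.58 ± 1.03 to 0.243 ± 0.107 RPKM in G. barbadense and rose from 0.0766 ± 0.0878 to 6.48 ± 1.54 in G. hirsutum (log2 fold changes -3.87 and 6.24, adjusted p = 2.4e-05 and 0.00071). The G. hirsutum call of CotAD_52530 was lost without any 1 library except Gh2WT replicate 2 (adjusted p up to 0.006). The other 4 genes have no name in the paper: CotAD_22306 was higher in both nulliplex lines (1.22 and 1.29 on the log2 scale), CotAD_33517 lower in both (-1.38 and -4.79), CotAD_17833 higher and then lower (2.40 and -2.40) and CotAD_52532 lower and then higher (-1.89 and 8.15). If the stage-specific calls of both species were independent, 0.4818 genes would be higher in both (1 was), 0.7022 lower in both (1 was), 0.7008 higher and then lower (1 was) and 0.4828 lower and then higher (3 were). DESeq2 called 128 genes at this stage alone in both species. Of these, 18 were higher in both against 7.287 expected, and 38 lower in both against 12.24. Another 57 were higher in Gb2np and lower in Gh2np against 12.16, and 15 the reverse against 7.339. These expected numbers are over 57037 genes with no filter on low counts. Genes with too few reads to be called lower them, so the excess, seen in every direction, is not by itself a link between the species. Of the 68 genes of Table 3, 60 passed edgeR's threshold at Gb2 and 2 at Gh2, whether or not called at another stage; 65 and 65 passed by DESeq2, 63 of them in both. The paper chose the 68 on these samples, so their count is not independent evidence.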

We further analysed the DEGs collectively expressed in the pre-squaring stage, and the results revealed 68 DEG candidates (See supplemental Fig. S1 and S2).

Then, we classified the genes that were specifically expressed during the pre-squaring stage using the Mapman program and found that these genes fell into six major groups: cell wall-related processes, secondary processes, stress response, miscellaneous, RNA processes, and development (Fig. 6B). 

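A pectin methylesterase (PME, CotAD_16307), which stiffens or loosens walls by acting on pectin, fell from 2.84 ± 0.563 RPKM (SD, n = 3) in Gb2WT to 0.225 ± 0.155 in Gb2np (log2 fold change -3.65, SE 0.38, adjusted p = 1.9e-05 from edgeR). DMR6, an oxygenase of plant immunity, fell from 61.3 ± 18.9 to 9.74 ± 2.24 RPKM (log2 fold change -2.68, SE 0.23, adjusted p = 3.5e-06), while GGR, a geranylgeranyl reductase, rose from 2.73 ± 0.949 to 17.7 ± 1.78 (log2 fold change 2.68, SE 0.2, adjusted p = 1.6e-06). The chitinase HCHIB fell from 37.1 ± 14.2 to 5.32 ± 0.723 RPKM (log2 fold change -2.83, adjusted p = 4.5e-06). Of 9 cell-wall genes 3 rose and 2 fell in Gb2np (4 and 2 when adjusted over the list alone), of 7 genes of secondary metabolism 3 rose and 4 fell (3 and 4), and of 6 stress and defence genes none rose and 5 fell (0 and 5). Of 13 measured disease-resistance and receptor genes 6 fell and none rose (0 higher and 8 lower over the list alone), among them the receptor kinase CotAD_72041, from 4.69 ± 0.11 to 0.288 ± 0.0875 RPKM (adjusted p = 3.4e-08). Of 5 genes of abscisic acid and dehydration 2 rose and 2 fell (2 and 2), of 5 of carbon metabolism 4 rose and 1 fell (4 and 1), of 8 transporters 1 rose and 7 fell (1 and 7), and of 3 genes of green leaf tissue 2 rose (3 over the list alone), with carbonic anhydrase CA1 at 21.7 ± 5.37 and 59.1 ± 1.49 RPKM. The study chose all these lists on these samples, so their counts are not independent evidence. In Gh2np only 2 stress and defence genes passed over all genes, both Kunitz inhibitors and both higher. Adjusted over each list alone, 2 cell-wall genes were higher and 1 lower there, 2 and 4 of secondary metabolism, 3 and 3 of stress and defence, 1 and 0 of disease resistance, 0 and 2 of abscisic acid, 1 and 4 of carbon metabolism, 0 and 3 transporters and 2 and 1 leaf genes. At squaring flavonoid 3-monooxygenase and dehydrin 2 in Gb3np and CRK10 in Gh3np were the members past the threshold in these lists.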

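SVP, a MADS-box repressor of the floral transition, fell from 37.8 ± 4.09 RPKM (SD, n = 3) in Gb2WT to 11.6 ± 2.45 in Gb2np (log2 fold change -1.73, SE 0.14, adjusted p = 2.3e-06 from edgeR). In G. hirsutum it averaged 14.5 ± 3.39 RPKM in Gh2WT and 6.22 ± 0.991 in Gh2np (log2 fold change -1.24, SE 0.2, adjusted p = 0.016, and 1.8e-05 by DESeq2). RAV1, a repressor of growth and flowering in Arabidopsis, fell from 326 ± 75.4 to 144 ± 16.5 RPKM in G. barbadense (log2 fold change -1.21, SE 0.15, adjusted p = 6.9e-05; -1 without Gb2WT replicate 1, at the threshold) and averaged 297 ± 50.5 in Gh2WT and 128 ± 3.91 in Gh2np (log2 fold change -1.24, SE 0.15, adjusted p = 0.0043, and 5.3e-12 by DESeq2). Of the 12 genes listed under RNA processes in Table 3, edgeR called 7 higher and 5 lower in Gb2np (7 and 5 when adjusted over the list alone). In Gh2np it called none over all genes tested and 2 higher and 5 lower over the list alone, while DESeq2 called 6 higher and 6 lower. The list was chosen on these samples, so it is not independent evidence. Of 8 regulators of flowering and meristems, a list that shares members with it, 1 rose and 5 fell in Gb2np (3 and 5 over the list alone) and none passed in Gh2np (2 and 4 over the list alone).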

More interestingly, 12 DEGs (approximately one-fifth of the tissue-specific genes) in the pre-squaring stage were mainly enriched in RNA processes, including key flower development genes such as short vegetative phase (SVP, CotAD_47245), late elongated hypocotyl (LHY, CotAD_32839), and pseudo-response regulator 5 (PRR5, CotAD_14148), and were related to ABI3/VP1 1 (RAV1, CotAD_22031), suggesting that the pre-squaring stage specifically expressed genes that tend to promote flower development. In addition, genes specifically expressed during bud and shoot apical meristem development included branched 1 (BRC1, CotAD_02759), breast cancer associated RING 1 (BARD1, CotAD_54816), and indole-3-acetic acid inducible 18 (IAA18, CotAD_00235), which implied that these genes control the growth and development of floral buds to form the cotton architecture (Table 3).

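IAA18, a repressor of auxin-responsive transcription, fell from 21.4 ± 2.28 RPKM (SD, n = 3) in Gb2WT to 9.57 ± 0.48 in Gb2np (log2 fold change -1.19, SE 0.11, adjusted p = 1e-05 from edgeR). The G. hirsutum means were 13 ± 0.664 RPKM in Gh2WT and 6.46 ± 0.431 in Gh2np (log2 fold change -1.03, SE 0.13, adjusted p = 0.0058, and 5.2e-07 by DESeq2). BARD1, a partner of BRCA1 in DNA repair that limits WUSCHEL in the shoot meristem, rose from 3.8 ± 0.828 to 8.34 ± 0.549 RPKM in G. barbadense (log2 fold change 1.11, SE 0.14, adjusted p = 6.8e-05; 0.99 without Gb2WT replicate 1, under the threshold). It averaged 4.82 ± 2.39 RPKM in Gh2WT and 13.5 ± 2.55 in Gh2np (log2 fold change 1.46, SE 0.3, adjusted p = 0.035, and 4.4e-05 by DESeq2). From the pre-squaring difference of BRC1, BARD1 and IAA18, the paper proposes that these genes control the growth of floral buds and so the plant's architecture.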

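NF-YC13, a subunit of a CCAAT-binding transcription factor, rose from 1.66 ± 0.541 RPKM (SD, n = 3) in Gb2WT to 6.36 ± 1.26 in Gb2np (log2 fold change 1.91, SE 0.3, adjusted p = 0.00034 from edgeR). The sliding clamp gene PCNA2 rose from 19.9 ± 5.46 to 69.9 ± 7.4 RPKM (log2 fold change 1.79, SE 0.16, adjusted p = 5.5e-06), and ATXR6 (ATXRP in Fig. 7), a histone methyltransferase that acts with PCNA, rose from 3.15 ± 0.38 to 10.6 ± 0.892 (log2 fold change 1.73, SE 0.16, adjusted p = 8.2e-06). In G. hirsutum NF-YC13 averaged 2.06 ± 1.72 RPKM in Gh2WT and 9.44 ± 1.85 in Gh2np (log2 fold change 2.17, SE 0.52, adjusted p = 0.05), PCNA2 19.3 ± 8.48 and 58.9 ± 9.54 (1.59, SE 0.28, adjusted p = 0.02) and ATXR6 3.81 ± 2.73 and 15 ± 2.56 (1.95, SE 0.41, adjusted p = 0.035); by DESeq2 all 3 passed. Of 8 genes of DNA replication, chromatin and cell cycle, 5 rose and none fell in Gb2np (6 and 0 when adjusted over the list alone, chosen on these samples and not independent evidence), among them ORC6 of the origin recognition complex, from 3.82 ± 0.769 to 9.18 ± 0.75 RPKM (adjusted p = 0.00021; 0.0018 without Gb2np replicate 2). The NF-YC13 call was lost without Gb2WT replicate 1 or 3 or Gb2np replicate 2 or 3 (adjusted p 0.0015 to 0.0029). At squaring the order was turned in G. hirsutum: NF-YC13 averaged 12.1 ± 6.23 RPKM in Gh3WT and 1.54 ± 0.703 in Gh3np, PCNA2 58.8 ± 17.9 and 26.3 ± 4.05, and ATXR6 11.5 ± 3.89 and 3.54 ± 0.972 (adjusted p = 0.0022, 0.0042 and 0.0038). The pre-squaring effect minus the mean of the seedling and squaring effects was tested over all 36 libraries, and it passed for none of SVP, RAV1, IAA18, NF-YC13, PCNA2, BARD1 and ATXR6. In G. barbadense it was -0.51, -0.58, -0.85, 1.47, 1.60, 0.64 and 1.64 on the log2 scale (adjusted p = 0.43, 0.45, 0.074, 0.19, 0.066, 0.56 and 0.15). In G. hirsutum it was -1.32, -1.06, -0.96, 3.34, 1.71, 1.46 and 2.24 (adjusted p = 0.013, 0.12, 0.051, 0.0028, 0.054, 0.11 and 0.044).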

SVP, RAV1, and IAA18 were substantially downregulated and NF-YC13, PCNA2, BARD1, and ATXRP were upregulated during the pre-squaring stage compared to the other two stages in both *G. barbadense* and *G. hirsutum*. Moreover, EPR1, PPR5, and LHY were upregulated in *G. barbadense* but downregulated in *G. hirsutum* at the second stage. 

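LHY, a morning-phased repressor of the circadian clock, rose from 0.393 ± 0.198 RPKM (SD, n = 3) in Gb2WT to 4.59 ± 2.31 in Gb2np (log2 fold change 3.51, SE 0.4, adjusted p = 3.7e-05 from edgeR). EPR1, a related MYB protein of the clock's output, rose from 2.53 ± 0.708 to 13 ± 4.6 RPKM (log2 fold change 2.34, SE 0.25, adjusted p = 2e-05), and PRR5, which represses LHY in Arabidopsis, rose from 1.48 ± 0.246 to 4.56 ± 0.488 (log2 fold change 1.60, SE 0.17, adjusted p = 1.8e-05). In G. hirsutum LHY averaged 9.39 ± 2.19 RPKM in Gh2WT and 3.43 ± 0.867 in Gh2np (log2 fold change -1.48, SE 0.23, adjusted p = 0.013), EPR1 15 ± 2.98 and 3.03 ± 0.852 (-2.33, SE 0.25, adjusted p = 0.0027), and PRR5 9.67 ± 1.07 and 4.86 ± 1.59 (-1.01, SE 0.22, adjusted p = 0.041). DESeq2 put the G. hirsutum values past the threshold (adjusted p = 1.4e-07, 8e-17 and 0.00092). Of the 4 clock genes named by the paper, a list chosen on these samples and not independent evidence, 3 rose and 1 fell in Gb2np over all genes and over the list alone, and in Gh2np none passed over all genes and 2 were lower over the list alone. The hour at which the apexes were taken is not stated in the paper's text.

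**Figure D1:**
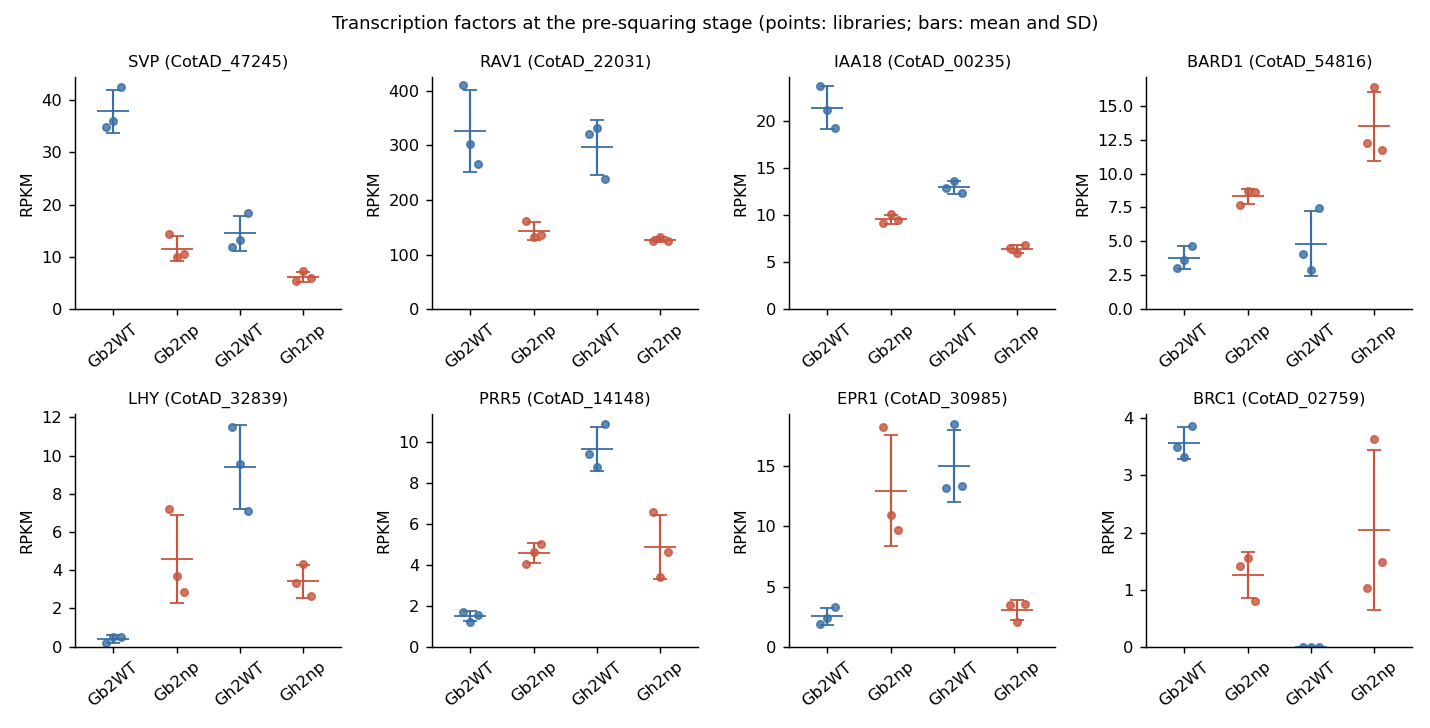
RPKM at the pre-squaring stage of SVP, RAV1, IAA18, BARD1, LHY, PRR5, EPR1 and BRC1, 1 panel per gene, with a point for each library of Gb2WT, Gb2np, Gh2WT and Gh2np and a bar for the mean and SD of 3 libraries. LHY averages 0.393 RPKM in Gb2WT and 4.59 in Gb2np, and 9.39 in Gh2WT and 3.43 in Gh2np.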

For BRC1 and CotAD_00066, the tendency to change was in the opposite direction of the latter three genes (Fig. 7, see supplemental Fig. S2).

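BRC1, a TCP transcription factor that holds back axillary buds in Arabidopsis, fell from 3.56 ± 0.284 RPKM (SD, n = 3) in Gb2WT to 1.25 ± 0.399 in Gb2np (log2 fold change -1.53, SE 0.25, adjusted p = 0.00049 from edgeR). In G. hirsutum it had no read in the 3 Gh2WT libraries and 151 reads in the 3 Gh2np libraries (2.05 ± 1.4 RPKM, from 1.02 to 3.64). Against 3 counts over the group this is 51-fold more, a figure without the spread between replicates (adjusted p = 0.018 from edgeR, and 8.9e-08 by DESeq2). CotAD_00066, an aspartyl protease homologue, fell from 4.56 ± 1.23 to 0.791 ± 0.296 RPKM in G. barbadense (log2 fold change -2.55, SE 0.27, adjusted p = 2.2e-05). It averaged 3.37 ± 1.15 RPKM in Gh2WT and 8.38 ± 1.45 in Gh2np (log2 fold change 1.29, SE 0.25, adjusted p = 0.028, and 6e-05 by DESeq2). The difference of the branch effect between the species passed the threshold for BRC1 (adjusted p = 0.00019, with a group at 0) and missed it for CotAD_00066 (log2 difference -3.85, SE 0.91, adjusted p = 0.004). The G. barbadense call of BRC1, on 253 and 89 reads, was lost with any 1 of the 6 libraries left out (adjusted p 0.0013 to 0.0021).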

### DEGs of different developmental stages

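In the normal-branch G. barbadense line 4299 genes were higher and 5005 lower in Gb2WT than in Gb1WT, and 3679 were higher and 4263 lower in Gb3WT. In the nulliplex-branch line 3220 were higher and 4424 lower in Gb2np than in Gb1np, and 2690 and 4354 in Gb3np. In G. hirsutum 820 genes were higher and 1452 lower in Gh2WT than in Gh1WT, and 2189 and 2462 in Gh3WT. In the nulliplex-branch line 233 were higher and 313 lower in Gh2np than in Gh1np, and 615 and 1024 in Gh3np. Among the genes with large changes, CotAD_03558 had no read in Gb1WT and averaged 195 ± 68.8 RPKM (SD, n = 3) in Gb2WT and 254 ± 88.2 in Gb3WT (at least 5180-fold and 6800-fold higher, adjusted p = 1.7e-06 and 1.4e-06 from edgeR). CotAD_62870 averaged 0.0502 ± 0.0448 RPKM in Gh1WT, 72.9 ± 29.2 in Gh2WT and 303 ± 106 in Gh3WT (log2 fold changes 10.16 and 12.28, adjusted p = 0.00031 and 3.1e-05). CotAD_55633 fell from 2470 ± 1140 RPKM in Gh1np to 16 ± 5.25 in Gh3np (log2 fold change -7.66, SE 0.6, adjusted p = 0.00042). DESeq2 called 11337, 10894, 11103 and 11563 genes in the 4 comparisons of G. barbadense, in the order given, and 8780, 10509, 6886 and 7854 in those of G. hirsutum. The edgeR totals of G. hirsutum changed widely when 1 library was left out, and for most libraries they fell. The Gh2WT total of 2272 became 1070 and 332 without Gh1WT replicate 2 or 3 and 0 without any of the Gh2WT replicates, and the Gh3WT total of 4651 became 3099 and 2607 without Gh1WT replicate 1 or 3 and 334, 147 and 504 without Gh3WT replicate 1, 2 or 3. Without Gh1np replicate 2 the Gh2np total rose from 546 to 5235 and the Gh3np total from 1639 to 5485, and without any 1 of the other libraries they were at most 3 and 0. In G. barbadense the Gb3WT total of 7942 became 4546 without Gb1WT replicate 1. The Gb2np total of 7644 became 4370, 4219, 3567 and 3490 without Gb1np replicate 1 or Gb2np replicate 1, 2 or 3, and the Gb3np total of 7044 became 3132, 3781, 3831 and 2784 without Gb1np replicate 1 or Gb3np replicate 1, 2 or 3. Simulated 4-fold changes were found by edgeR at 100% for Gb2WT, 90% for Gb3WT, 70% for Gb3np, 50% for Gh2WT, 64% for Gh3WT, 28% for Gh2np and 34% for Gh3np, each against its seedlings.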

The DEGs were analysed among the different developmental stages of each cotton variety, and the results showed that the number of DEGs in the squaring stage compared to the seedling stage and pre-squaring stage compared to seedlings in *G. barbadense* was much higher than in *G. hirsutum* in both nulliplex- and normal-branch cotton (Fig. 8A). The pre-squaring stage may be controlled by the differentiation of the fruit branch tissue, whereas the squaring stage is mainly controlled by the growth of the fruit branches in normal-branch cotton. The results revealed 395 DEGs between the pre-squaring stage and seedling stage and 435 DEGs between the squaring stage and seedling stage in normal-branch cotton (Fig. 8B). 

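In the normal-branch lines 112 genes were DEGs of the pre-squaring stage against seedlings in both species and not DEGs of the squaring stage, and 265 were DEGs of the squaring stage alone. All 112 and all 265 changed in the same direction in both species. Counting a gene whether or not the other stage called it, 1854 genes were shared at the pre-squaring and 3046 at the squaring stage. CotAD_62870 and CotAD_73359 belong to the G. hirsutum side of these comparisons: CotAD_73359 averaged 48.6 ± 22.6 RPKM (SD, n = 3) in Gh1WT and had no read in Gh2WT or Gh3WT (at least 565-fold and 574-fold lower, adjusted p = 0.00067 and 0.00024 from edgeR). The sets depend on the tool and on the G. hirsutum replicates: with DESeq2, chosen after seeing the data, they held 507 and 571 genes.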

In nulliplex branches, there were 328 DEGs between the pre-squaring stage and the seedling stage and 535 DEGs between the squaring stage and the seedling stage.

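In the nulliplex-branch lines 37 genes were DEGs of the pre-squaring stage against seedlings in both species and not of the squaring stage, and 287 were DEGs of the squaring stage alone. Of the 37, 36 changed in the same direction in both species, and all 287 did. In any stage pattern 408 genes were shared at the pre-squaring and 1223 at the squaring stage. CotAD_74271 is one that was silent in seedlings of both lines: it averaged 33.4 ± 5.31 RPKM (SD, n = 3) in Gb3np and 41.7 ± 7.71 in Gh3np and had no read in Gb1np or Gh1np (at least 465-fold and 600-fold higher, adjusted p = 2.6e-05 and 0.00036 from edgeR). DESeq2 gave 580 and 807 genes in the sets. The sets take in the edgeR calls of Gh2np and Gh3np against Gh1np, which were 546 and 1639 genes and became 5235 and 5485 without Gh1np replicate 2. Without any 1 of the other G. hirsutum libraries in these comparisons the totals were at most 3 and 0, so the squaring set was then empty and CotAD_74271 not called in Gh3np.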

These DEGs were enriched for functional categories, as determined using the Mapman software. The results showed that the DEGs of the nulliplex branches (Gb1np-vs-Gb2np, Gb1np-vs-Gb3np, Gh1np-vs-Gh2np, and Gh1np-vs-Gh3np) were substantially enriched in signalling categories, and the DEGs of the normal branches (Gb1WT-vs-Gb2WT, Gb1WT-vs-Gb3WT, Gh1WT-vs-Gh2WT, and Gh1WT-vs-Gh3WT) were mainly enriched in transport categories (Fig. 8D). In addition, the DEGs of the normal branches in the floral bud’s forming stage and seedling stage (Gb1WT-vs-Gb3WT and Gh1WT-vs-Gh3WT) were considerably enriched in development categories. These results suggest that nulliplex-branch and normal-branch cotton may have different developmental patterns.

### Sequencing of small RNA libraries

Twelve small RNA samples (each sample was the same as above with three biological repeats) yielded a total of 422,920,856 reads and 175,305,470 unique reads. 

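Small RNA was sequenced from the same 12 groups as the mRNA (names with the prefix mi), with 3 libraries each. The authors trimmed adaptors, kept reads with perfect matches to the G. hirsutum genome (SOAP2), named known miRNAs by comparison with miRBase and predicted further ones with Mireap. The table analysed here holds their read counts per miRNA and library for 712 known miRNAs and 3350 that they predicted. Those counts sum to 65088067 reads, from 754812 to 4329247 per library, and all miRNA values use them; the paper's total of 422920856 small RNA reads also counts reads of other kinds. In G. barbadense the lowest, median and highest library held 3417335, 3753594 and 3937553 reads for miGb1WT and 3618114, 3913549 and 4329247 for miGb1np. They held 951316, 1048259 and 1070892 for miGb2WT, 1121163, 1149314 and 1180018 for miGb2np, 882258, 1089156 and 1130844 for miGb3WT and 1304478, 1308578 and 1354080 for miGb3np. In G. hirsutum they held 2235858, 2492164 and 2565717 reads for miGh1WT and 2206936, 2735095 and 2946607 for miGh1np. They held 1274090, 1336990 and 1376078 for miGh2WT, 1200346, 1216405 and 1326565 for miGh2np, 754812, 835340 and 863308 for miGh3WT and 862584, 1147435 and 1151989 for miGh3np. The 3 most abundant miRNAs took 58.37% to 86.19% of a library's reads. Replicates of a group correlated at 0.7478 to 0.872 across miRNAs (log2 of scaled counts), lower than the 0.9623 to 0.9964 of the mRNA replicates across genes. DEMs were called as for mRNA, with edgeR's quasi-likelihood test on 3 against 3 libraries at an adjusted p under 0.001 and an absolute log2 fold change over 1, and known miRNAs are counted apart from the others. Levels are in RPM, reads scaled to a library total of 1000000 miRNA reads, as mean ± SD of 3 libraries. Some miRNA names had many reads in one replicate and none in another of the same group, where 703 reads or more were due by the mean of the others; beside single names, family sums (names summed by their number) are given, a choice made after this was seen.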

There were more than 11 million reads and more than 4 million unique reads for each library. The reads of each library were mapped back to the cotton genome and accounted for 75% to 88% of the total reads, representing 67% to 81% of their unique read counterparts (See supplemental Table S4). In both types of cotton, rRNA in the squaring stage were substantially different between nulliplex and normal branches, showing 0.56% unique reads in normal branches and 1.36% unique reads in nulliplex branches for *G. barbadense* (miGb3WT vs. miGb3np) and 0.38% unique reads in the normal branches and 0.85% unique reads in nulliplex branches for *G. hirsutum* (miGh3WT vs. miGh3np). However, the other RNA families had similar proportions, including miRNA (0.5–0.7% for unique reads), snRNA (0.02–0.05% for unique reads), snoRNA (approximately 0.02% for unique reads), and tRNA (approximately 0.15% for unique reads) (See supplemental Table S4). For all sRNA libraries, the major distribution of read lengths was between 21 and 24 nt.

### Identification of known conserved miRNA families

A total of 712 known conserved miRNAs were identified in 12 samples (three biological replications). Of these, some miRNAs were highly and stably expressed in all samples, such as miR157a-5p, miR166a-3p, and miR3954 (See supplemental data set S7 online). However, other miRNA counts diverged sharply. For example, miRNA167h had more than 35 k reads in miGb3WT and miGb2np and no reads in miGb3np and miGh2np (See supplemental data set S7 online).

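The known miRNAs ranged from the abundant families miR157 and miR166, which act on phase change and leaf polarity, to names with few reads. A library held reads of 219 (miGb3np replicate 3) to 323 (miGh3WT replicate 3) of the 712 known names and of 199 (miGh3np replicate 1) to 396 (miGb1WT replicate 2) of the predicted names. With all 36 libraries in 1 fit, 485 known names had enough reads to be tested and 120 of them differed between the 12 groups at an adjusted p under 0.001 (edgeR). Of the known names 27 had no read in all 3 libraries of some group and over 1000 RPM in every library of another, miR167h and miR167a-5p among them.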

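miR157a-5p, which represses SPL genes of the adult phase, took 406000 to 624000 RPM (reads scaled to a library total of 1000000) in the 4 seedling groups and 5800 to 91900 in the later groups, and its highest and lowest group means differed 107-fold. miR166a-3p, which represses HD-ZIP III genes of leaf polarity and meristems, ran from 108000 ± 11500 (SD, n = 3) in miGb1WT to 593000 ± 28700 in miGb3np, a 5.5-fold range. miR3954 ran from 103000 ± 27900 in miGb3np to 285000 ± 38100 in miGb3WT, a 2.78-fold range. All 3 had reads in every library. The differences between the 12 groups were tested with edgeR over all libraries (adjusted p = 1.6e-20 for miR157a-5p, 3.1e-08 for miR166a-3p and 3.3e-06 for miR3954). The RPM of a miRNA moves with the other abundant miRNAs of the library, since few names take most of the reads.

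**Figure D2:**
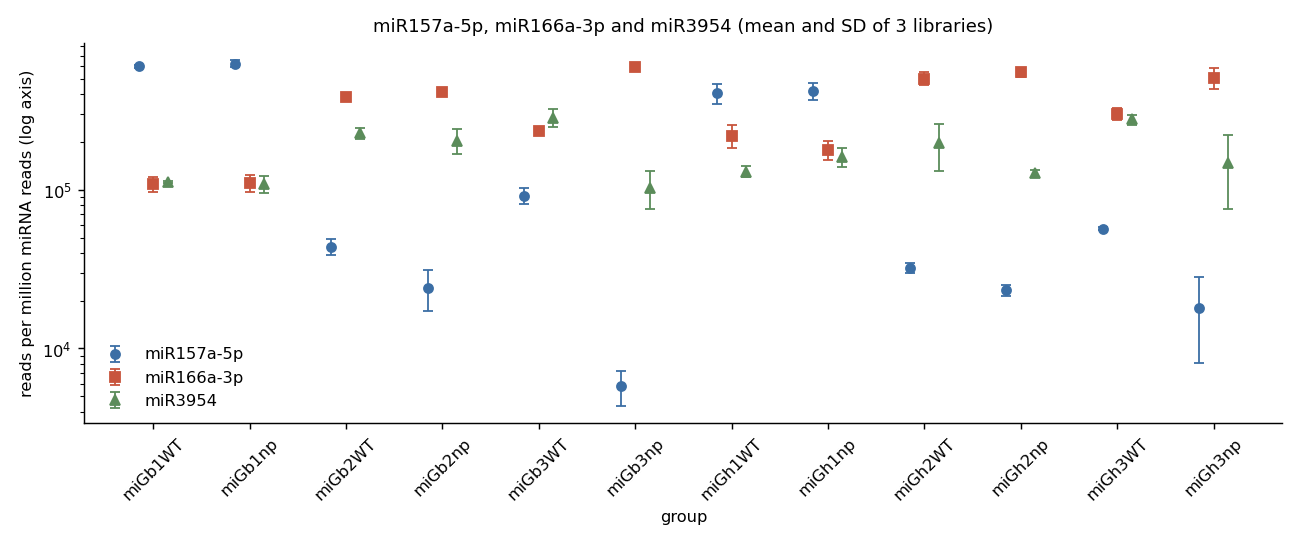
RPM (log axis) of miR157a-5p, miR166a-3p and miR3954 in the 12 groups, as mean and SD of 3 libraries. miR157a-5p lies between 406000 and 624000 in the seedling groups and between 5800 and 91900 in the later ones.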

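miR167h, of the miR167 family that represses auxin response factors, had 39709, 40499 and 35307 reads in the 3 miGb3WT libraries and 38288, 44493 and 45144 in miGb2np. It had no read in miGb3np or in any of the 4 later G. hirsutum groups, and 95062 to 212737 in each of the seedling libraries. In miGb2WT it had 33609 reads in replicate 1 and none in replicates 2 and 3. The name miR167a-5p had the opposite pattern: no read in seedlings, miGb2np and miGb3WT, 28992, 41273 and 32001 reads in miGb3np, and 0, 26322 and 31962 reads in miGb2WT. Between miGb3WT and miGb3np miR167h fell from 37400 ± 2460 RPM (SD, n = 3) to 0 (at least 49200-fold, adjusted p = 0.00022 from edgeR), and miR167a-5p rose from 0 to 25800 ± 5250 (at least 26700-fold, adjusted p = 0.00041). Neither call held with 1 library left out, since edgeR then called no miRNA at this stage. Summed over the family, miR167 stood at 37900 ± 2490 RPM in miGb3WT and 25900 ± 5260 in miGb3np, and its 12 group means lay within 2.52-fold.

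**Figure D3:**
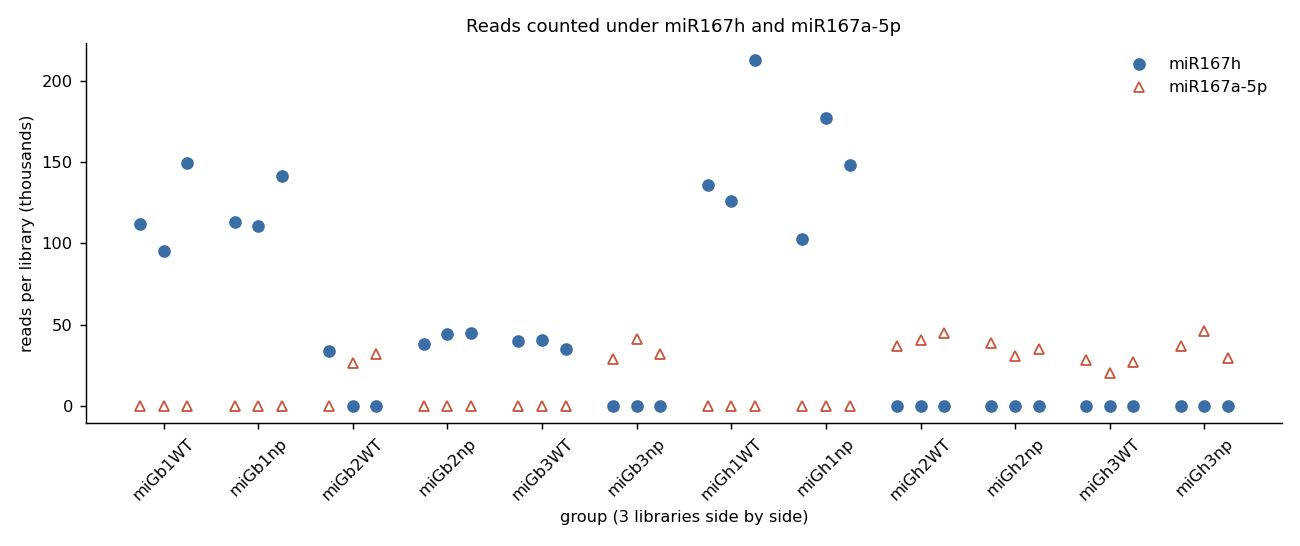
Reads per library (axis in units of 1000 reads) of miR167h and miR167a-5p in the 12 small RNA groups, 1 point per library. In miGb2WT replicate 1 holds 33609 reads of miR167h and none of miR167a-5p, and replicates 2 and 3 hold 26322 and 31962 reads of miR167a-5p and none of miR167h.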

### Differentially expressed miRNA (DEM) in three stages of cotton

To study the regulation of miRNA in development of floral buds and fruit branch in cotton, we further analysed conserved DEMs using similar strategies as that used for RNA-seq. 

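At the squaring stage of G. barbadense 21 known miRNAs were higher and 44 lower in miGb3np than in miGb3WT, of 281 tested. miR166d-5p fell from 3520 ± 508 RPM (SD, n = 3) to no read (at least 4650-fold, adjusted p = 0.00048 from edgeR), and miR6106-3p from 845 ± 41.3 to no read (at least 1110-fold, adjusted p = 0.00048). miR5236a rose from no read to 703 ± 107 (at least 727-fold, adjusted p = 0.00048), and miR396d from no read to 238 ± 45.6 (at least 246-fold, adjusted p = 0.00066). The miR396 family sum did not follow miR396d: it averaged 634 ± 64.7 in miGb3WT and 373 ± 51.7 in miGb3np (log2 fold change -0.31, adjusted p = 0.14). The miR166 sum rose (1.77, adjusted p = 0.00037). Of this sum miR166a-3p held 236000 of 240000 RPM in miGb3WT and 593000 of 600000 in miGb3np, so it cannot show what miR166d-5p did. These fold changes are on TMM-scaled counts and lie a median of 0.46 above the log2 ratios of the mean RPM at this stage. At the seedling and pre-squaring stages edgeR called none of 270 and 246 known miRNAs tested, with 26 and 74 at an unadjusted p under 0.05. DESeq2 called none at the seedling stage, 6 higher and 7 lower at the pre-squaring stage and 13 and 16 at squaring. limma on log2(RPM + 1) called 2 and 2, 6 and 10, and 26 and 83. Of simulated 16-fold changes edgeR found 10%, 8% and 20% at the 3 stages and DESeq2 80%, 74% and 80%. DESeq2 also called 3, 1 and 1 unchanged miRNAs there, and edgeR 0 at each stage. Without any 1 of the 6 libraries of the squaring stage edgeR called no miRNA there.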

There were 17 (9 downregulated and 8 upregulated), 31 (17 downregulated and 14 upregulated), and 43 (28 downregulated and 15 upregulated) DEMs in the seedling stage, pre-squaring stage, and squaring stage of *G. barbadense* between nulliplex and normal branches, respectively (Fig. 9A, See supplemental data set 8–10 online). 

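In G. hirsutum edgeR called no known miRNA at any stage. Of 305, 259 and 291 known miRNAs tested at the seedling, pre-squaring and squaring stages, 29, 30 and 98 had an unadjusted p under 0.05. miR172a, of a family that represses AP2-type floral repressors, averaged 33100 ± 2660 RPM (SD, n = 3) in miGh3WT and 9650 ± 5010 in miGh3np (log2 fold change -1.59, SE 0.42, adjusted p = 0.047 from edgeR, and 0.78 by DESeq2). Its family sum is not used, since miR172e-3p held reads within 3% of those of miR172a in each of the 7 libraries with over 200 reads of both. Summed over its names, miR396 averaged 1310 ± 260 in miGh3WT and 242 ± 45.9 in miGh3np (log2 fold change -2.08, SE 0.3, adjusted p = 0.0084, and 4.5e-08 by DESeq2), and miR162, which acts on DICER-LIKE1, 298 ± 19.7 and 698 ± 154 (1.54, SE 0.24, adjusted p = 0.0096). DESeq2 called 2 known names higher and none lower at the seedling stage, 1 and 0 at the pre-squaring stage and 5 and 18 at squaring, and limma 1 and 0, 2 and 1, and 3 and 27. On the simulated counts edgeR found 0% of 16-fold changes in each of the 3 comparisons and DESeq2 64%, 72% and 76%. A count of 0 from edgeR therefore leaves such changes open. DESeq2 also called 1 unchanged miRNA in each comparison, and edgeR 0.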

In *G. hirsutum*, there were 24 (11 downregulated and 13 upregulated), 28 (18 downregulated and 10 upregulated), and 43 (31 downregulated and 12 upregulated) DEMs, respectively (Fig. 9A, See supplemental data set S11–S13 online).

Among these DEMs, there were 11, 16, and 26 stage-specific DEMs in the *G. barbadense* seedling stage, pre-squaring stage, and squaring stage, respectively (Fig. 9B). 

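All 65 known miRNAs that edgeR called in G. barbadense, miR167h, miR166d-5p and miR396d among them, were called at squaring alone, since it called none at the seedling or pre-squaring stage. By DESeq2 the miRNAs called at 1 stage alone were 0 at the seedling, 7 at the pre-squaring and 23 at the squaring stage, and by limma 2, 7 and 99. Of the phase-change families at squaring, miR156 fell from 10000 ± 671 RPM (SD, n = 3) in miGb3WT to 1280 ± 371 in miGb3np (log2 fold change -2.53, SE 0.26, adjusted p = 0.00073 from edgeR on family sums), and miR157 from 91900 ± 10800 to 5800 ± 1460 (log2 fold change -3.53, SE 0.22, adjusted p = 0.00037). A difference of these effects between stages was not tested for miRNAs.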

In *G. hirsutum*, we identified 11, 18, and 30 stage-specific DEMs in the seedling stage, pre-squaring stage, and squaring stage, respectively (Fig. 9C). 

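In G. hirsutum edgeR gave 0 stage-specific miRNAs at each stage, as it called none. DESeq2 gave 2, 1 and 23 and limma 1, 3 and 30 at the seedling, pre-squaring and squaring stages. The family sum of miR2950 averaged 7490 ± 2010 RPM (SD, n = 3) in miGh3WT and 550 ± 250 in miGh3np (log2 fold change -3.38, SE 0.54, adjusted p = 0.01 from edgeR, and 2.9e-08 by DESeq2). miR164, which acts on NAC genes of organ boundaries, averaged 5720 ± 654 and 11300 ± 1720 (log2 fold change 1.34, SE 0.29, adjusted p = 0.031). At the pre-squaring stage miR172a averaged 7240 ± 2670 in miGh2WT and 3300 ± 288 in miGh2np (log2 fold change -1.13, SE 0.31, adjusted p = 0.24).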

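miR156c-3p, a strand of the miR156 precursor, averaged 163 ± 13.6 RPM (SD, n = 3) in miGb2WT, on 171, 168 and 160 reads, and had no read in miGb2np. Its level was 176 ± 16.1 in miGb3WT with no read in miGb3np, and it stood at 452 to 886 in the 4 seedling groups. miR156i-3p was the converse, with no read in miGb2WT and 152 ± 24.3 RPM in miGb2np (151, 171 and 203 reads, adjusted p = 0.0021 from edgeR, short of the threshold), and 69 ± 13.6 in miGb3np. miR171c is not a name of the table analysed here. miR171c-5p had 666 reads in miGb2np replicate 2 and none in the other 35 libraries, and miR171b, which acts on GRAS genes of meristems, had 449, 0 and 510 reads in miGb2np. Lists of miRNA names by target class were also counted at this stage: edgeR called none of 5 names of phase change and flowering time over all names tested, and 1 higher and 1 lower over the list alone.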

In *G. barbadense*, the uniquely expressed miRNAs at the pre-squaring stage, which included miR156c-3p, miR156i-3p, and miR171c of the miR156 and miR171 family may be related to floral transition (See supplemental Table S5)^27^. In *G. hirsutum*, the specifically expressed miRNAs at the pre-squaring stage including miR166c, a member of the miR166 family, were also involved in floral organ polarity and shoot apical meristem formation (See supplemental Table S6)^27^,^35^. In addition, at the pre-squaring stage of *G. barbadense*, the DEMs included miR167 and miR166 family members and the stage-specific DEMs noted above (See supplemental data set S9 online).

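miR166c, a member of the family that represses HD-ZIP III genes, had 2144 reads in miGh2WT replicate 2, no read in replicates 1 and 3 and none in the 3 miGh2np libraries. In seedlings it had 1733, 1152 and 2022 reads in miGh1WT and 0, 0 and 1184 in miGh1np, and at squaring none in either G. hirsutum group. With reads in 1 of 6 libraries it was not tested between miGh2np and miGh2WT, and over the 12 groups its adjusted p was 0.063 (edgeR). miR166a-3p, the abundant member, stood at 502000 ± 46500 RPM (SD, n = 3) in miGh2WT and 550000 ± 34500 in miGh2np. Of 13 names in the list of meristem and organ-boundary miRNAs none passed in miGh2np, over all names or over the list alone.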

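Among the miR166 names at the pre-squaring stage of G. barbadense, miR166d-5p averaged 6380 ± 877 RPM (SD, n = 3) in miGb2WT, with 7101, 5118 and 7495 reads, and had none in miGb2np. miR166i had 5469, 0 and 4675 reads in miGb2np and miR166g-5p 0, 10296 and 0, with none of either in miGb2WT. miR166a-3p, which holds most reads of the family, averaged 384000 ± 22400 and 414000 ± 22100. The miR167 family summed to 30100 ± 2220 in miGb2WT and 37300 ± 4070 in miGb2np (log2 fold change 0.47, SE 0.12, adjusted p = 0.061 from edgeR, and 0.00025 by DESeq2). Of 6 names in the list of auxin-signalling miRNAs none passed over all names or over the list alone, and of 13 meristem names none passed over all names and 1 was higher and 1 lower over the list alone.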

Novel miRNAs were identified and the results showed that of these 3,350 novel miRNAs, 13, 8, and 13 were DEMs in the seedling stage, pre-squaring stage, and squaring stage of *G. barbadense* and 11, 9, and 13 were DEMs in the three stages of *G. hirsutum*, respectively (See supplemental Fig. S3A and S3B).

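Of the 3350 miRNAs predicted by the authors, edgeR called 2 higher and 15 lower in miGb3np than in miGb3WT and none in the other 5 comparisons. At an adjusted p under 0.001 DESeq2 called 2 higher and 1 lower in miGb2np, 2 and 5 in miGb3np, 0 and 1 in miGh2np and 2 and 3 in miGh3np, and none in the seedling comparisons. These miRNAs have no family name, and a library held reads of at most 396 of them.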

### DEM target identification at three stages

The DEM target pairs above were identified from *G. hirsutum* genome sequences based on negative regulation between miRNA and their targets by combining the results of DEG analysis with RNA-seq. Among the three stages, 80 targets of the specifically expressed miRNAs were screened out. In the pre-squaring stage of *G. barbadense*, 11 DEMs targeting 32 DEGs were identified, including CotAD_35367 (MADS box protein, a homologue of sepallata3 (SEP3), which is involved in flower development)^36^ and CotAD_75643 (a homologue of HB8, which regulates post-embryonic meristem initiation and is also bound by SVP in vegetative tissue in *Arabidopsis*) (Table 4)^37^,^38^.

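SEP3 (CotAD_35367) averaged 0.468 ± 0.481 RPKM (SD, n = 3) in Gb2WT and 2.72 ± 0.733 in Gb2np (log2 fold change 2.50, SE 0.52, adjusted p = 0.0024 from edgeR, short of the threshold, and 3.8e-05 by DESeq2). Its paired miRNA, miR5641, had reads in 1 of the 3 Gb2WT libraries and none in Gb2np, too few to be tested. HB-8 (CotAD_75643) fell from 4.37 ± 0.412 to 1.21 ± 0.403 RPKM (log2 fold change -1.87, SE 0.27, adjusted p = 0.00018; 0.0013 to 0.0016 without Gb2WT replicate 2 or Gb2np replicate 2 or 3). Its paired miR166i had reads in 2 of 3 libraries of miGb2np and none in miGb2WT. The transporter NRT1:2 (CotAD_26434), paired with miR9484, fell by 1.74 on the log2 scale (SE 0.19, adjusted p = 2.3e-05). Of the 32 target genes Table 4 gives for this stage, edgeR called 28 and DESeq2 32. Of the 11 miRNAs, 1 had reads in all 3 libraries of a group, and edgeR called none. The pairs were chosen by the study for opposite signs on these samples, so their opposite directions are not independent evidence.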

In the seedling stage, there were two DEMs with three target DEGs in *G. barbadense* and one DEM and one target in *G. hirsutum*. 

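In G. barbadense seedlings the leucine-rich repeat gene CotAD_34848, paired with miR9484, had a log2 fold change of -2.59 (SE 0.27, adjusted p = 0.0015 from edgeR), and CotAD_21580 one of -1.14 (SE 0.13, adjusted p = 0.0028). miR9484 had reads in 1 of the 3 miGb1np libraries and none in miGb1WT. edgeR called none of the 3 target genes and DESeq2 all 3, and neither miRNA had reads in all 3 libraries of a group. In G. hirsutum CotAD_52129, also paired with miR9484, had a log2 fold change of 1.86 (SE 0.26, adjusted p = 0.049; past the threshold by DESeq2), with reads of the miRNA in 1 of 3 libraries of miGh1WT.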

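Flavonoid 3-monooxygenase (CotAD_24173), an enzyme of flavonoid pigments, fell from 93.1 ± 24.2 RPKM (SD, n = 3) in Gb3WT to 21 ± 1.89 in Gb3np (log2 fold change -2.20, SE 0.2, adjusted p = 0.00038 from edgeR), and CotAD_21735 had a log2 fold change of -1.81 (SE 0.17, adjusted p = 0.00038). Both are paired with miR167a-5p. Reads under this name rose in the same comparison while miR167h fell to 0 and the miR167 family sum did not rise (37900 to 25900 RPM, and a log2 fold change of -0.09 on TMM-scaled counts, adjusted p = 0.71), and the call of the name was lost without any 1 library. The flavonoid 3-monooxygenase call was lost without Gb3WT replicate 2 or any of the Gb3np replicates (adjusted p up to 0.003). In G. hirsutum miR414 had reads in all 3 miGh3WT libraries and none in miGh3np (adjusted p = 0.0047), and its listed targets include CYCD1;1 and ABR1, a repressor of abscisic acid signalling, whose log2 fold change was 4.05 (SE 0.57, adjusted p = 0.0017). For SUC2, listed with miR5021, it was 2.54 (SE 0.36, adjusted p = 0.0017), and for CRK26, listed with miR6103-3p, 3.37 (SE 0.69, adjusted p = 0.0081). Of the 11 genes listed for Gb3 edgeR called 2 and DESeq2 10, and of the 32 genes listed for Gh3, in 33 pairs, they called 7 and 31. Over the 80 pairs of Table 4 the miRNA had no read in the lower group for 24 of 27 miRNAs and comparisons, and of these 24, reads stood in 1, 2 and 3 libraries of the other group for 12, 6 and 6. edgeR called both members for 2 of the 80 pairs.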

At the squaring stage, 7 DEMs were found in 11 DEG target genes in *G. barbadense*, and in *G. hirsutum*, 6 DEMs were identified with a predicted 33 target genes (Table 4).

### RNA-seq expression validation by qPCR

We used qPCR to confirm the reliability of the RNA-seq data. The results showed that among nine selected DEGs of the pre-squaring stages, approximately 90% were consistent with RNA-seq data (See supplemental Fig. S5).

## Discussion

Plant architecture is fundamental to agricultural productivity and the artificial selection of desired growth habits. The regulation of cotton architecture has enormous potential applications for high-density planting, mechanised harvesting, decreasing the cost of cultivation and improving yield. In the present study, to investigate the intricate molecular mechanisms of fruit branch and flower development in cotton plants, RNA-seq technology was utilized to examine the global gene expression profile of shoot apexes by generating both mRNA and miRNA libraries from the shoot apex of four cotton varieties (lines), including two with nulliplex branches and two with normal branches in three developmental stages with the aim of subtracting the unrelated differences in genotype, applying the newly published allotetraploid genome of *G. hirsutum* as a reference genome, which provided us with more complete and informative results for credible data mining^33^,^34^.

While it would have been highly desirable to start with genetic material that differs only in the trait of interest (e.g., near-isogenic lines), it would have taken many years to establish such lines given that *G. hirsutum* and *G. barbadense* are allotetraploid.

In this study although the nulliplex branches and normal branches lines of *G. hirsutum* and *G. barbadense* did not share parentage with each other, the differentially expressed genes observed should include the result of both the np mutation and unrelated differences in genotype in each comparison of *G. hirsutum* or *G. barbadense*. In order to acquire the result of the np mutation and subtract the unrelated differences in genotype, our experimental design with three different developmental stages of the two cotton fruit branch types in *G. hirsutum* and *G. barbadense* can help to find the differentially expressed genes related to the development of fruit branch. Firstly, we screened the common DEGs among three stages (the seedling, pre-squaring and squaring stage) in two kinds of branch type (nulliplex-branch and normal branch) of *G. barbadense* and *G. hirsutum* lines, respectively. Secondly, the common DEGs between the above two groups of *G. barbadense* and *G. hirsutum* were selected and can be considered as candidate DEGs for the np mutation. 

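Of the genes tested at the pre-squaring stage in both species, 6 passed edgeR's threshold at that stage alone in both, 2 in the same direction (CotAD_22306 higher and CotAD_33517 lower in the nulliplex lines). The log2 fold changes of the species correlated across 44158 genes at a Pearson r of 0.0908 and a Spearman rho of 0.135, and 55.5% of the genes had the same sign; genes are not independent replicates. In Table 3, 23 genes were higher in both nulliplex lines, 22 lower in both, 15 higher in Gb2np and lower in Gh2np and 8 the reverse, by edgeR and by DESeq2 alike. Of the 68, all had an adjusted p under 0.05 in G. barbadense and 66 in G. hirsutum (edgeR). At the threshold for a DEG edgeR called 60 of them at Gb2 and 2 at Gh2. The paper chose the 68 as DEGs of both species on these samples, so low p values among them are not independent evidence. Of the genes DESeq2 called at this stage alone, 57 were higher in Gb2np and lower in Gh2np, against 12.16 expected if independent. The reverse held for 15, against 7.339, while 18 were higher in both, against 7.287, and 38 lower in both, against 12.24. The expected numbers are over 57037 genes with no filter on low counts, which lowers them, and every direction lay above its number.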

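Whether the nulliplex and normal lines of a species differ in ways that hold at every stage can be read from the branch effects of different stages. In G. barbadense the log2 fold changes of the seedling and pre-squaring stages correlated across genes at 0.517, those of the seedling and squaring stages at 0.614 and those of the pre-squaring and squaring stages at 0.635. In G. hirsutum they correlated at 0.446, 0.144 and 0.075. By rank (Spearman) the values were 0.128, 0.233 and 0.365 in G. barbadense and 0.283, -0.158 and -0.288 in G. hirsutum, so the Pearson values rest on the genes with the largest changes. HB-8 had log2 fold changes of -2.30, -1.87 and -1.56 at the 3 stages of G. barbadense and -0.13, 0.01 and 0.63 at those of G. hirsutum, of which the -1.87 alone passed the threshold. Between the species the effects of the squaring stage correlated at -0.142. These are correlations over 42796 to 45530 genes for G. barbadense, which are not independent replicates, and each line stands for its own genetic background.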

Finally, in this way we have in reality obtained interesting results and selected 68 genes associated with development of the np mutation in the pre-squaring stage. Among them, we have acquired the key genes related to development of branch (Table 3), such as Branched1(*GhBRC1*), IAA 18 etc., which play central roles in the development of branch in plants^13^,^39^,^40^,^41^,^42^,^43^,^44^. The results showed that the nulliplex branch is a useful trait and model for the study of cotton architecture.

The results indicated that the number of DEGs was significantly higher in the second stage than in the third stage of development in *G. barbadense*, but the DEG numbers of two stages in *G. hirsutum* showed the opposite results. 

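At an adjusted p under 0.05 with no limit on the fold change, 18706 genes differed between Gb2np and Gb2WT and 7912 between Gb3np and Gb3WT, and 2616 between Gh2np and Gh2WT and 12859 between Gh3np and Gh3WT. The receptor kinase CRK10 fell from 36 ± 5.35 RPKM (SD, n = 3) in Gb2WT to 11.3 ± 0.297 in Gb2np (log2 fold change -1.69, SE 0.12, adjusted p = 7.4e-07 from edgeR). beta-Amylase (CotAD_35943), an enzyme of starch breakdown, rose from 1.7 ± 0.212 to 5.83 ± 0.621 RPKM (log2 fold change 1.76, SE 0.16, adjusted p = 7.5e-06). At squaring in G. hirsutum CotAD_29817 had no read in Gh3WT and averaged 15.5 ± 1.15 in Gh3np (at least 411-fold higher, adjusted p = 1.5e-05). No test of the totals themselves across stages was made.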

The correlation coefficient between Gh2np and Gh2WT was 0.93, significantly higher than the 0.89 correlation found between Gh3np and Gh3WT. 

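Gh2WT and Gh2np correlated at 0.939 on mean RPKM across genes, and Gh3WT and Gh3np at 0.89. Leaving out replicate 1, 2 or 3 of both groups gave 0.906, 0.976 and 0.902 for Gh2 and 0.858, 0.864 and 0.925 for Gh3, so the order of the stages turned without replicate 3. On log2(mean RPKM + 1) they were 0.982 and 0.969. Genes that keep Gh2WT and Gh2np apart at high levels include the Kunitz inhibitor CotAD_22468 and RAV1. No test of the difference between the correlations was made, and genes are not independent replicates.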

The correlation coefficient between Gb2np and Gb2WT was 0.83, lower than the correlation coefficient of 0.84 between Gb3np and Gb3WT (Fig. 4).

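Gb2WT and Gb2np correlated at 0.828 across genes and Gb3WT and Gb3np at 0.845. No test of the difference was made. Without replicate 1, 2 or 3 the values were 0.845, 0.833 and 0.8 for Gb2 and 0.852, 0.835 and 0.823 for Gb3. On log2(mean RPKM + 1) they were 0.958 and 0.968. Among abundant genes that differ at Gb2 are RAV1, DMR6 and the Kunitz inhibitor CotAD_22468.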

Mapman software analysis indicated that each developmental stage of the two cotton plant types was enriched with DEGs. The four samples of the seedling stage were still in the early period of vegetative growth, and many biochemical pathways were not initiated; consequently there was a relatively small number of DEGs. The pre-squaring stage is a key stage that may control the transition from vegetative growth to reproductive growth, and both types of growth may occur simultaneously during the squaring stage. DEGs between nulliplex branches and normal branches were mainly enriched in RNA, protein, secondary metabolism, stress, and signalling processes in the pre-squaring stage and squaring stage (Fig. 3A). The results showed remarkable differences between nulliplex-branch and normal-branch cotton in the development of the shoot apex, especially in the RNA category, which contains a large number of transcription factors. Fruiting branch development and differentiation from the apical or lateral meristem may be regulated by a series of transcription factors in cotton. However, there were different proportions of DEGs in some functional categories between *G. barbadense* and *G. hirsutum* (Fig. 3B). In the hormone metabolism category, the proportion of DEGs was significantly higher in *G. barbadense* than in *G. hirsutum*. This difference indicates that the developmental process may be more closely regulated by plant hormones in *G. barbadense* than in *G. hirsutum* in these four varieties (lines).

Regarding the different stages, the DEGs of the normal-branch cotton plants in the squaring stage and seedling stage (Gb1WT-vs-Gb3WT and Gh1WT-vs-Gh3WT) were remarkably enriched in development categories. In normal-branch cotton, the fruit branch grows during the squaring stage (there are no fruit branches in nulliplex-branch cotton), which is in agreement with the RNA-seq results. The second stage is a key developmental stage that regulates the transition from vegetative growth to reproductive growth and fruit branch formation. We further examined specific-stage DEGs in the second stage, and 68 candidate genes were identified.

The screened DEGs included 12 transcription factors (Table 3). 

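At the other stages BRC1 (CotAD_02759) averaged 0.33 ± 0.107 RPKM (SD, n = 3) in Gb1WT and 0.476 ± 0.194 in Gb1np (log2 fold change 0.46, SE 0.49, adjusted p = 0.79 from edgeR), and 2.26 ± 0.509 in Gb3WT and 1.15 ± 0.848 in Gb3np (-1.02, SE 0.48, adjusted p = 0.17). The G. hirsutum levels were 0.132 ± 0.121 in Gh1WT and 0.398 ± 0.195 in Gh1np, too few reads to be tested, and 1.13 ± 1.51 in Gh3WT and 1.9 ± 0.853 in Gh3np (0.65, SE 0.9, adjusted p = 0.62). The pre-squaring effect minus the mean of the other stages was -1.24 in G. barbadense (SE 0.9, adjusted p = 0.43) and did not pass the threshold in G. hirsutum (adjusted p = 0.015, with a group at 0).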

The gene CotAD_02759 (*GhBRC1*), a homologue of *Arabidopsis* branched1 (*AtBRC1*), was downregulated in nulliplex-branch *G. barbadense* and upregulated in nulliplex-branch *G. hirsutum* at the pre-squaring stage. BRC1 downregulation leads to branch outgrowth in *Arabidopsis*^39^. Based on mutants and expression analysis in *Arabidopsis*, BRC1 is likely downstream of the more axillary growth pathway and is required for auxin-induced apical dominance^13^,^39^,^40^. The cotton *GhBRC1* gene may have the same function as *AtBRC1*, and the normal branch (fruit branch) is analogous to branch outgrowth in *Arabidopsis* to form axillary meristems. Cotton *GhBRC1* was upregulated in Gh2np (nulliplex-branch, *G. hirsutum*), which may be repressed during fruit branch development. However, it remains unclear why GhBRC1 was downregulated in Gb2np, a nulliplex-branch (no fruit branch) variety of *G. barbadense* (Fig. 6). The homologue (CotAD_00235, *GhIAA18*) of the auxin-related transcription factor IAA18 (indole-3-acetic acid inducible 18) in *Arabidopsis,* which causes aberrant cotyledon placement in embryos apical patterning, has been shown to be downregulated in nulliplex-branch cotton of both *G. barbadense* and *G. hirsutum*^41^. This finding suggests that another regulated pathway of lateral development may play a role.

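IAA18 (CotAD_00235) averaged 13.7 ± 1.17 RPKM (SD, n = 3) in Gb1WT and 9.91 ± 1.28 in Gb1np (log2 fold change -0.51, SE 0.16, adjusted p = 0.2 from edgeR), and 11.1 ± 3.03 in Gb3WT and 10.4 ± 2.63 in Gb3np (-0.14, SE 0.23, adjusted p = 0.7). Among the G. hirsutum groups it averaged 10.1 ± 3.3 in Gh1WT and 12.3 ± 5.22 in Gh1np (0.37, SE 0.4, adjusted p = 0.71), and 8.78 ± 1.81 in Gh3WT and 6.45 ± 1 in Gh3np (-0.52, SE 0.19, adjusted p = 0.067). Its highest group mean was that of Gb2WT. The pre-squaring branch effect did not differ between the species at this depth (log2 difference -0.18, SE 0.36, adjusted p = 0.83).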

The axillary meristem differentiates into fruit branches to form floral buds. Based on our results, the homologous genes may also regulate the differentiation of apical meristems in addition to BRC1 modulation of florigen activity in the floral buds of the axillary meristems in *Arabidopsis*^13^. The gene CotAD_54816 (*GhBARD1*) is homologous with BARD1 in *Arabidopsis* (also named ROW1) and is a repressor of Wuschel1^45^. BARD1 regulates shoot apical meristem organisation and maintenance by limiting WUS expression to the organising centre. Recently, BARD1 was shown to be essential for QC maintenance and stem cell niche development through the repression of WOX5 in the proximal meristem^45^,^46^. 

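BARD1 (CotAD_54816) averaged 2.1 ± 1.32 RPKM (SD, n = 3) in Gb1WT and 2.81 ± 2.07 in Gb1np (log2 fold change 0.36, SE 0.55, adjusted p = 0.87 from edgeR), and 3.91 ± 1.16 in Gb3WT and 6.16 ± 1.47 in Gb3np (0.61, SE 0.25, adjusted p = 0.13). In G. hirsutum seedlings it averaged 3.75 ± 2.08 in Gh1WT and 6.19 ± 5.82 in Gh1np (0.72, SE 0.66, adjusted p = 0.66). At squaring it averaged 9.04 ± 1.02 in Gh3WT and 5.86 ± 0.804 in Gh3np (-0.70, SE 0.15, adjusted p = 0.0096), the opposite order to that of the pre-squaring stage. Between the species the pre-squaring branch effect of BARD1 differed by -0.37 on the log2 scale (SE 0.68, adjusted p = 0.8), so no difference was detectable.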

During the pre-squaring stage, *GhBARD1* was substantially upregulated in Gb2np and Gh2np, which may repress downstream gene expression or the shoot apical meristem formation of floral buds, causing nulliplex-branch cotton.

In addition, *GhBRC1* and *GhBARD1* are involved in floral meristem determinacy. BRC1 interacts with Flowering Locus T to repress the floral transition, and BARD1 can limit WUS expression, which forms a negative feedback loop with agamous (AG) and is involved in floral determinacy and the specialisation of reproductive floral organs^13^,^47^,^48^,^49^. These results suggest that the formation of nulliplex-branch cotton is associated with lateral axillary meristem development and floral formations, similar to other flowering time genes.

Interestingly, in addition to *GhBRC1* and *GhBARD1*, which may be involved in the flowering time network, there are four other *Arabidopsis* homologous genes among 12 transcription factors that may be related to the flowering time network, including CotAD_47245 (*GhSVP*, a homologue of short vegetative phase [SVP]), CotAD_32839 (*GhLHY*, a homologue of late elongated hypocotyl [LHY]), CotAD_30985 (*GhEPR1*, a homologue of early-phytochrome-responsive1 [EPR1), and CotAD_14148 (*GhPPR5*, a homologue of pseudo-response regulator 5 [PRR5]) (Table 3, Fig. 7).

In *Arabidopsis*, PRR5 can bind to LHY promoters and recruit transcriptional corepressors of the Groucho/tup1 corepressor family to repress LHY transcription in circadian clocks^50^,^51^. EPR1 is regulated by both phytochrome A and phytochrome B and is a component of a slave circadian oscillator in *Arabidopsis*^52^. To the best of our knowledge, the circadian clock gene and photoperiodic response can induce early flowering in *Arabidopsis*^53^,^54^,^55^. 

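LHY, EPR1 and PRR5 had their largest branch log2 fold changes at the pre-squaring stage, while CotAD_17426, the other clock gene of the list, had -4.57, -4.22 and -3.85 at the 3 stages of G. barbadense. LHY (CotAD_32839) averaged 0.691 ± 0.248 RPKM (SD, n = 3) in Gb1WT and 0.705 ± 0.0708 in Gb1np, and 0.266 ± 0.0407 in Gb3WT and 0.382 ± 0.141 in Gb3np (adjusted p = 0.98 and 0.43 from edgeR). In G. hirsutum it averaged 0.852 ± 0.238 in Gh1WT and 1.18 ± 0.233 in Gh1np, and 0.222 ± 0.0524 in Gh3WT and 0.36 ± 0.0347 in Gh3np (adjusted p = 0.49 and 0.22). EPR1 (CotAD_30985) averaged 1.63 ± 0.394 in Gb3WT and 3.43 ± 0.54 in Gb3np (log2 fold change 1.02, SE 0.23, adjusted p = 0.02), and 1.58 ± 1.1 in Gh1WT and 0.489 ± 0.0649 in Gh1np (-1.62, SE 0.57, adjusted p = 0.32). PRR5 (CotAD_14148) averaged 6.03 ± 2.36 in Gb1WT and 8.53 ± 1.98 in Gb1np, 1.71 ± 0.257 in Gb3WT and 2.36 ± 0.232 in Gb3np, 5.88 ± 0.719 in Gh1WT and 8.88 ± 1.34 in Gh1np, and 1.18 ± 0.346 in Gh3WT and 2.09 ± 0.103 in Gh3np (adjusted p 0.043 to 0.6). Tested against the mean of the other stages, the pre-squaring effect in G. barbadense was 1.80 for EPR1 (SE 0.47, adjusted p = 0.01) and 1.19 for PRR5 (SE 0.29, adjusted p = 0.0068). In G. hirsutum it was -2.04 for LHY (SE 0.4, adjusted p = 0.0021) and -1.35 for EPR1 (SE 0.46, adjusted p = 0.062). Clock transcripts swing over the day, and the time of sampling is not stated in the paper's text.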

Based on our results, *GhPRR5, GhLHY*, and *GhEPR1* genes were upregulated in Gb2np and downregulated in Gh2np (Fig. 7).The same expression trend implied that *GhPRR5* might also bind to the *GhLHY* promoter and regulate the circadian clock of flowering time in cotton.

In addition, SVP is a negative regulator of the floral transition, which forms a flowering repressor complex together with FLC in *Arabidopsis*^56^,^57^,^58^,^59^. In our study, the SVP homologue *GhSVP* was downregulated in nulliplex-branch plants in both *G. barbadense* and *G. hirsutum*, which suggests that *GhSVP* may promote floral transition in nulliplex-branch cotton compared to normal-branch cotton in our four varieties (lines). Furthermore, the overexpression of RAV1, a homologue of cotton CotAD_22031 (*GhRAV1*) in *Arabidopsis*, slows the development of lateral roots and rosette leaves^60^,^61^,^62^. In addition, low expression causes an early flowering phenotype, implying that RAV1 may function as a negative regulator of growth and development^60^. 

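SVP (CotAD_47245) stood low in seedlings, at 1.7 ± 0.277 RPKM (SD, n = 3) in Gb1WT and 0.387 ± 0.352 in Gb1np (log2 fold change -2.18, SE 0.7, adjusted p = 0.2 from edgeR) and at 1.03 ± 0.379 in Gh1WT and 1.52 ± 0.043 in Gh1np (0.61, SE 0.39, adjusted p = 0.52). At squaring it averaged 42.4 ± 4.27 in Gb3WT and 36.8 ± 8.83 in Gb3np (-0.25, SE 0.18, adjusted p = 0.37), and 34.9 ± 8.48 in Gh3WT and 26.8 ± 1.8 in Gh3np (-0.45, SE 0.16, adjusted p = 0.062). From the lower SVP of the nulliplex-branch plants and its role as a repressor in Arabidopsis, the paper proposes that the gene's lower level may advance the floral transition in them.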

In the present study, the *GhRAV1* gene was downregulated in nulliplex-branch cotton at the pre-squaring stage in both *G. barbadense* and *G. hirsutum*, which implies that *GhRAV1* may have accelerated the flowering speed of cotton varieties Xinhai16 and 3798.

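RAV1 (CotAD_22031) was abundant at every stage. In seedlings it averaged 444 ± 171 RPKM (SD, n = 3) in Gb1WT and 289 ± 63.9 in Gb1np (log2 fold change -0.68, SE 0.31, adjusted p = 0.41 from edgeR) and 287 ± 142 in Gh1WT and 249 ± 116 in Gh1np (-0.15, SE 0.53, adjusted p = 0.93). At squaring it averaged 364 ± 89.9 in Gb3WT and 254 ± 50.2 in Gb3np (-0.57, SE 0.21, adjusted p = 0.1), and 325 ± 116 in Gh3WT and 298 ± 41.2 in Gh3np (-0.20, SE 0.25, adjusted p = 0.59). The means of the nulliplex line were the lower ones in all 6 comparisons, though the difference between species in the pre-squaring effect was 0.01 on the log2 scale (SE 0.51, adjusted p = 1).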

Although there is no report on trehalose-6-phosphate synthase 5 (TPS5: the homology of cotton gene CotAD_16567, *GhTPS5*), TPS1 (a homology family number with TPS5) is essential for normal vegetative growth and transition to flowering in *Arabidopsis*^63^.

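TPS5 (CotAD_16567), of the family that makes or senses trehalose-6-phosphate, a signal of sucrose supply, rose from 10.9 ± 1.04 RPKM (SD, n = 3) in Gb2WT to 23 ± 1.04 in Gb2np (log2 fold change 1.05, SE 0.08, adjusted p = 2e-06 from edgeR). The G. hirsutum means were 24.8 ± 5.77 in Gh2WT and 9.49 ± 1.21 in Gh2np (-1.41, SE 0.19, adjusted p = 0.0082, and 2e-09 by DESeq2). The species difference passed the threshold (log2 difference 2.44, SE 0.36, adjusted p = 1.8e-05). In seedlings it averaged 9.06 ± 1.58 in Gb1WT and 7.83 ± 0.197 in Gb1np, and 6.52 ± 2.86 in Gh1WT and 3.06 ± 0.397 in Gh1np. At squaring it averaged 11.9 ± 1.09 in Gb3WT and 15.9 ± 1.02 in Gb3np (adjusted p = 0.053), and 11.5 ± 5.69 in Gh3WT and 5.59 ± 0.272 in Gh3np (adjusted p = 0.034).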

Similarity analyses of the above differentially expressed genes showed that many DEGs of the fruit branch and floral transition may be predominantly expressed in cotton similar to *Arabidopsis, Theobroma cacao, Populus euphratica*, and other species. However, most of the related evidence has been obtained from studies on *Arabidopsis*.

In the past decade, numerous studies have demonstrated that different miRNA families play important roles in regulating plant architecture and branching patterns^42^,^64^,^65^, although a high level of conservation of miRNAs and their regulatory pathways/target genes has been demonstrated in many species. In the present study, DEMs were analysed between nulliplex-branch and normal-branch plants. In the pre-squaring stage, stage-specific DEMs such as miR156 and miR171 family members were found in *G. barbadense* (See supplemental table S5) and miR166 was found in *G. hirsutum* (See supplemental table S6). 

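Summed over their names, the miR156, miR166 and miR171 families did not pass the threshold at the pre-squaring stage. A sum follows its most abundant name and cannot show a change in a rare one. In miGb2WT miR156k held 7510 of the 7680 RPM of miR156, and miR156c-3p held 163. In miGh2WT miR166a-3p held 502000 of the 507000 RPM of miR166, and miR166c averaged 535. miR156 averaged 7680 ± 838 RPM (SD, n = 3) in miGb2WT and 7490 ± 2290 in miGb2np (log2 fold change 0.12, SE 0.25, adjusted p = 0.75 from edgeR on TMM-scaled counts, on which fold changes here lie a median of 0.17 above the log2 ratios of the mean RPM, so the direction is left open). miR171 averaged 473 ± 34.2 and 515 ± 117 (0.28, SE 0.17, adjusted p = 0.36). In G. hirsutum miR166 averaged 507000 ± 48900 in miGh2WT and 557000 ± 31900 in miGh2np (0.10, SE 0.17, adjusted p = 0.84). Among the family sums of the target-class lists and of the miRNAs the paper names, miR390 and miR168 had edgeR's lowest adjusted p values at the G. barbadense pre-squaring stage. miR390, which guides trans-acting siRNAs against auxin response factors, averaged 3220 ± 383 and 5300 ± 390 (0.88, SE 0.12, adjusted p = 0.0092). miR168, which acts on ARGONAUTE1, averaged 13800 ± 1000 and 19200 ± 1180 (0.63, SE 0.1, adjusted p = 0.014). Neither passed the threshold. By DESeq2 the family sums gave 9 families higher and 11 lower there. Family sums were chosen after the data had been seen.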

The miR156 miRNA family promotes juvenile-to-adult phase transition and apical meristem formation^64^,^66^, and miR171 negatively regulates shoot branching^35^,^67^. In the pre-squaring stage, the miR166 family found in *G. hirsutum* regulates the shoot apical meristem and lateral organ formation in *Arabidopsis*^66^,^68^. In addition, these miRNA families have been confirmed to be closely related to flowering time^26^,^60^, in agreement with our RNA-seq results.

The majority of the miRNA families are expressed during several plant growth periods or developmental processes. The non-stage-specific DEMs may also be involved in branching and flowering processes. 

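At the squaring stage of G. barbadense the miR166 family rose from 240000 ± 6000 RPM (SD, n = 3) in miGb3WT to 600000 ± 30300 in miGb3np (log2 fold change 1.77, SE 0.12, adjusted p = 0.00037 from edgeR on family sums). miR2950 fell from 5180 ± 627 to 448 ± 89.3 (-3.09, SE 0.23, adjusted p = 0.00043) and miR858, which acts on MYB genes of flavonoids, from 221 ± 20.3 to 19.7 ± 5.63 (-3.03, SE 0.3, adjusted p = 0.00073). The name miR172a averaged 27200 ± 1620 and 4000 ± 1780 (-2.28, SE 0.29, adjusted p = 0.0014, and 0.48 by DESeq2); its family sum is not used, as miR172e-3p held reads within 3% of those of miR172a in each of the 7 libraries with over 200 reads of both. These fold changes are on TMM-scaled counts and lie a median of 0.46 above the log2 ratios of the mean RPM. For miR167 the log2 fold change was -0.09 (SE 0.17, adjusted p = 0.71) and for miR171 0.12 (SE 0.16, adjusted p = 0.6). In seedlings no family passed: miR156 averaged 51100 ± 2700 in miGb1WT and 45300 ± 7450 in miGb1np, and 53800 ± 5430 in miGh1WT and 63200 ± 6260 in miGh1np. Over all families edgeR called 19 higher and 51 lower in miGb3np and none in the other 5 comparisons. By target class, of 6 names of phase change and flowering time 1 was higher and 3 lower in miGb3np (1 and 5 over the list alone), of 13 of meristems and boundaries 2 and 3 (2 and 3), of 9 of auxin signalling 1 and 3 (1 and 3), of 7 of nutrients and copper proteins 0 and 1 (1 and 1), of 5 of the small RNA pathway 1 and 0 (1 and 0), of 4 with NBS-LRR and MYB targets 0 and 1 (1 and 2), and of 2 with GAMYB targets none.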

More members of mi156, miR166, and miR167 were differentially expressed in three developmental stages (See supplemental data set S8 to S13 online). Nevertheless, the target of the DEMs was predicted, and we could not identify the genes related to branching and flowering (Table 4). These results imply that there were a number of genes involved in branching and flowering that had not been previously identified, but the molecular mechanism of regulation remains unclear. This conclusion suggests that nulliplex branching may be related to a flower time-related candidate gene^5^.

In nulliplex-branch cotton, the floral bud directly arises from the leaf axils of the main shoot, whereas in normal-branch the floral bud arises from the node of the fruit branch. With the fruit branch growing on leaf axils, the floral bud is produced at the same time. Based on the above results, genes controlling the formation of nulliplex-branch cotton may also be involved in floral induction. Interestingly, in the four varieties (lines) used for sequencing in this study, the squaring stage of Xinhai16 (*G. barbadense* L., nulliplex branch) was significantly earlier than that of Hai1 (*G. barbadense* L., normal branch) and line 3,798 (*G. hirsutum* L., nulliplex-branch) was significantly earlier than Huazhong 94-3130 (*G. hirsutum* L., normal branch). The earlier squaring stage (flowering time) in the nulliplex-branch compared to the normal-branch cotton in both *G. barbadense* and *G. hirsutum* in the four varieties (lines) may coincide with branching control genes involved in floral induction.

Our results showed that multiple pathways, including genes related to fruit branch development, e.g., GhBRC1, may control nulliplex branching. At the same time, the flowering time genes may influence fruit branch growth. The different tendencies of DEGs in the island and *G. hirsutum* imply that multiple pathways may regulate branching. The KEGG pathway of the pre-squaring stage DEGs showed that the DEGs of the island and *G. hirsutum* were both enriched in circadian rhythm genes, which may be associated with flowering (See supplemental Tables S5 and S6). In the circadian rhythm pathway, all enriched DEGs were downregulated (Fig. 10A). However, DEGs such as *GhLHY* have different expression patterns in *G. barbadense* compared to *G. hirsutum*. 

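The branch effect of LHY at the pre-squaring stage differed between the species by 4.97 on the log2 scale (SE 0.47, adjusted p = 9.7e-09 from edgeR over 36 libraries), higher in the nulliplex line of G. barbadense and lower in that of G. hirsutum. The differences of EPR1 (4.65, SE 0.52, adjusted p = 2.2e-07) and PRR5 (2.60, SE 0.33, adjusted p = 1.9e-06) also passed the threshold. In seedlings the species difference of LHY was -0.58 (SE 0.48, adjusted p = 0.54) and at squaring -0.16 (SE 0.59, adjusted p = 0.89).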

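CotAD_17426, a homologue of LHY, averaged 8.47 ± 1.29 RPKM (SD, n = 3) in Gh2WT and 7.83 ± 0.967 in Gh2np (log2 fold change -0.14, SE 0.17, adjusted p = 0.65 from edgeR, and 0.78 by DESeq2). In G. barbadense it fell from 13.2 ± 1.28 in Gb2WT to 0.714 ± 0.316 in Gb2np (log2 fold change -4.22, SE 0.24, adjusted p = 1.8e-07). At squaring it fell from 10.7 ± 3.47 in Gb3WT to 0.763 ± 0.146 in Gb3np (log2 fold change -3.85, SE 0.32, adjusted p = 0.00024; 0.0015 to 0.002 without any 1 library but Gb3WT replicate 3) and averaged 3.18 ± 0.608 in Gh3WT and 6.41 ± 2.12 in Gh3np (0.93, SE 0.3, adjusted p = 0.044). In seedlings it averaged 4.62 ± 1.08 in Gb1WT and 0.193 ± 0.162 in Gb1np (-4.57, SE 0.47, adjusted p = 0.0015, short of the threshold). The species difference of the branch effect passed at each stage (log2 differences -5.42, -4.10 and -4.79, adjusted p = 7.1e-09, 7.3e-08 and 3.3e-09).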

Other DEGs homologous to *GhLHY* showed the same expression trend as *GhLHY* in *G. hirsutum*, such as CotAD_17426. In addition, other genes in the circadian rhythm pathway have the same condition, such as CCA1, PIF3, and APR7 (Fig. 10B). Furthermore, the plant hormone signal transduction pathway was substantially enriched in *G. barbadense* but not in *G. hirsutum* (See supplemental Tables S5–S7). This finding supports the hypothesis that other regulation pathways may be involved in *G. barbadense*, and the results showed that many DEGs were related to multi-hormone signal transduction pathways (Fig. 10C, See supplemental Table S7).

In conclusion, *GhBRC1* may play a key role in floral bud formation (flowering) and fruit branch development in cotton, which is similar to BRC1′s central role in the architecture of *Arabidopsis*^42^,^43^. *GhBRC1* may also be associated with plant hormones and the flowering network, including the circadian rhythm genes that control fruit branching and floral transition, and thus is involved in elaborate regulatory mechanisms and networks.

## Conclusions

Overall, our results imply that the molecular pathways similar to those in *Arabidopsis* may control fruit branching in cotton. Multiple regulated pathways may affect the development of floral buds on leaf axils in *G. barbadense* and *G. hirsutum*. The development of the fruit branch is closely related to the induction of flowering. Our results provide a basis for plant type research in crops and an approach for elucidating the molecular mechanism of the development of the nulliplex branch and the normal branch in the flowering and fruit branch forming stage for improving plant architecture and yield in cotton and other plants.

## Materials and Methods

### Plant material

The cotton varieties Xinhai16 (*G. barbadense* L., nulliplex-branch), Hai1 (*G. barbadense* L., normal branch), line 3798 (*G. hirsutum* L., nulliplex-branch), and line Huazhong 94-3130 (*G. hirsutum* L., normal branch, obtained from the Cotton Institute of the Chinese Academy of Agricultural Sciences of China) were grown in a natural field environment (Kaifeng, China) in 2014, all the materials are stable and pure lines or varieties which have been self-fertilized for at least eight generations before we used in the studies. Shoot apices (approximately 10 mm) from each individual were collected at three sampling stage and stored immediately in liquid nitrogen after washing with water (See supplemental Fig. 3). The three stages used for constructing RNA-seq libraries included the seedling stage with two leaves of Xinhai16 (Gb1np), Hai1 (Gb1WT), 3798 (Gh1np), and Huazhong 94-3130 (Gh1WT). The pre-squaring stage with five and six leaves for Xinhai16 (Gb2np), seven and eight leaves for Hai1 (Gb2WT), five leaves for 3798 (Gh2np), and six and seven leaves for Huazhong94-3130 (Gh2WT), respectively, all without any visible triangular floral bud, just in the forming stage of floral bud (flowering) and fruiting branch in the pre-squaring stage. The squaring stage with nine leaves for Xinhai16 (Gb3np), nine and ten leaves for Hai1 (Gb3WT), and eight to ten leaves for 3798 (Gh3np) and Huazhong94-3130 (Gh3WT), respectively, all with visible triangular floral buds in the field. These leaf numbers above refer to visual, expanded true leaves in cotton field^69^. The nodes of first fruiting branch we investigated for each line including Xinhai16, Hai1, 3798 and Huazhong 94-3130 were 6-7,8-9,5-6,7-8 true expanded leaves, respectively, in virtue of the different lines (varieties). The same RNA samples were used for sRNA-seq library construction, and we labelled the libraries with the prefix ‘mi’ as in ‘miGb1np’.

### Sample preparation and sequencing library construction

The mRNA and small RNA libraries were constructed as suggested by Illumina and were sequenced on a HiSeq 2000 platform. Briefly, total RNA was isolated using a Plant RNA EASYspin Plus Kit (Aidlab, Peking, China) according to the manufacturer’s instructions. Then, the total RNA of each sample was sent to BGI (Shenzhen, China) for library construction and sequencing. Finally, an Agilent 2100 Bioanalyzer and ABI Step One Plus Real-Time PCR System was used for the quantification and qualification of the sample library, after which the library was sequenced using an Illumina HiSeq™ 2000 platform.

### Alignment of RNA-seq reads to the reference genome

Reference genome sequences and annotations were downloaded from the Institute of cotton Research of CAAS (http://cgp.genomics.org.cn)^33^. Reads were aligned to the genome with no more than five mismatches using the SOAP aligner/SOAP2 software after low-quality reads (reads with unknown sequences ‘N’), adaptor sequence fragments, and empty reads were removed^70^. After passing the QC process of the alignment, the results were used for further analysis.

### Differential gene expression analysis

RPKM was used to obtain the relative levels of expression^71^,^72^. Differential expression analysis was performed using R packages of DESeq for comparisons among samples with three biological replicates^71^,^73^. We used a false discovery rate of <0.001 and an absolute value of the log 2 ratio >1 as the threshold for judging the significance of the gene expression differences^74^. The DEGs were further analysed by GO-Term Finder and path_finder for GO and KEGG enrichment^75^. The calculated *p*-value was Bonferroni corrected, taking the corrected *p*-value < 0.05 as a threshold for GO annotation. After the GO annotation was obtained for each gene, WEGO software was used to classify the genes by function and to determine the distribution of gene functions in the species at the macro level^76^. The DEGs were annotated using the Mercator web tool^77^ and then loaded into Mapman software for function enrichment analysis^78^,^79^,^80^. The Venn diagrams in this study were prepared using the function Venn diagram in R based on the gene list for each tissue type.

### Small RNA classification

After trimming adaptor sequences at the 5′ and 3′ ends of sequenced reads low-quality reads (reads with unknown sequences ‘N’), adaptor sequence fragments, and empty reads were filtered out. Reads were aligned to the genome using the SOAP aligner/SOAP2 software with parameter settings for perfect matches. Then, sRNA-seq reads were compared to miRNA databases including repeat RNA, miRBase (version 21, http://www.mirbase.org/ftp.shtml), GenBank (ftp://ftp.ncbi.nlm.nih.gov/genbank/), Rfam (version 11, http://rfam.janelia.org/), and snoRNA (http://www.mir2disease.org/) using the BlastN program (version 2.2.16). Mireap software (version 0.1) was used for novel miRNA prediction.

### Differential expression analysis of small RNAs and target prediction

Differentially expressed miRNAs between samples were identified using DESeq software^73^. The false discovery rate of <0.001 and an absolute value of the log2 ratio > 1 were used as the threshold for determining the significance of miRNA expression differences. miRNA target gene prediction was performed using psRobot and TargetFinder^81^,^82^,^83^,^84^,^85^. miRNA function categorisation and pathway enrichment were based on the GO and KEGG databases.

### Data validation by qPCR

Total RNA was extracted as described for DEG library preparation and sequencing. Total RNA (2 μg) from each sample was reverse transcribed in a 20 μL reaction using Reverse Transcriptase M-MLV (Takara). The sequences of the primers used are shown in Supplemental Table S8. The actin gene and/or UBQ7 gene of cotton (GeneBank accession No. is AY305733 and DQ116441) were used as internal control genes. qRT-PCR was performed using a SYBR Premix Ex Taq™ Kit (Takara) according to the manufacturer’s protocol. The 20 μL reaction volume consisted of forward and reverse primers (1 μL) SYBR premix Ex Taq II (10 μL), ddH_2_O (2.6 μL), cDNA (5 μL) and ROX Dye II (0.4 μL). The selected genes were verified using an ABI 7500 real-time PCR detection system with a cycling temperature of 60 °C and a single peak on the melting curve to ensure a single product. Relative transcript levels for each sample were obtained using the 2^−△△Ct^ method. At least three replicates were tested per sample.

## Additional Information

**Accession Numbers:** All the RNA-seq and small RNA raw data and processed data used in this study have been deposited at NCBI Gene Expression Omnibus under accession number GSE69025.

**How to cite this article**: Sun, Q. *et al*. To Be a Flower or Fruiting Branch: Insights Revealed by mRNA and Small RNA Transcriptomes from Different Cotton Developmental Stages. *Sci. Rep.* **6**, 23212; doi: 10.1038/srep23212 (2016).

## Supplementary Material

Supplementary Information

Supplementary Information

## Figures and Tables

**Figure 1:**
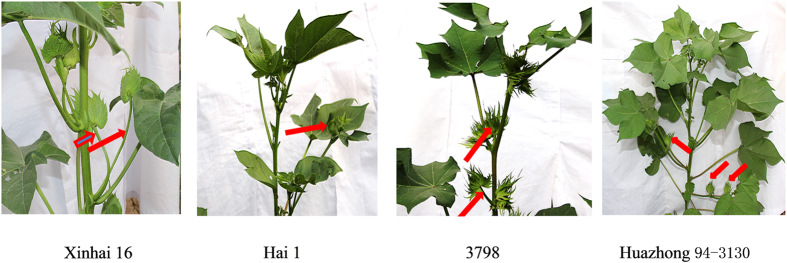
Plant appearance of bud on branch or main shoot in diffenrent cotton varieties (lines). Red arrows indicate bud on main shoot (Nulliplex-branch) or normal branch (wild type). Nulliplex-branch: 3798 (*G. hirsutum*) and Xinhai 16 (*G.barbadense*), normal branch(wild type):Huazhong94-3130 (*G. hirsutum*) and Hai1(*G.barbadense*).

**Figure 2:**
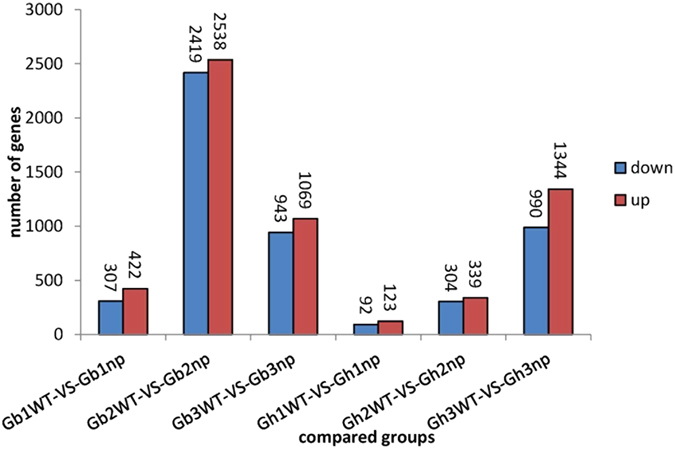
Numbers of different expressed genes in each comparison. The numbers on column showed quantity of up-regulated (red) and down-regulated (blue) genes.

**Figure 3:**
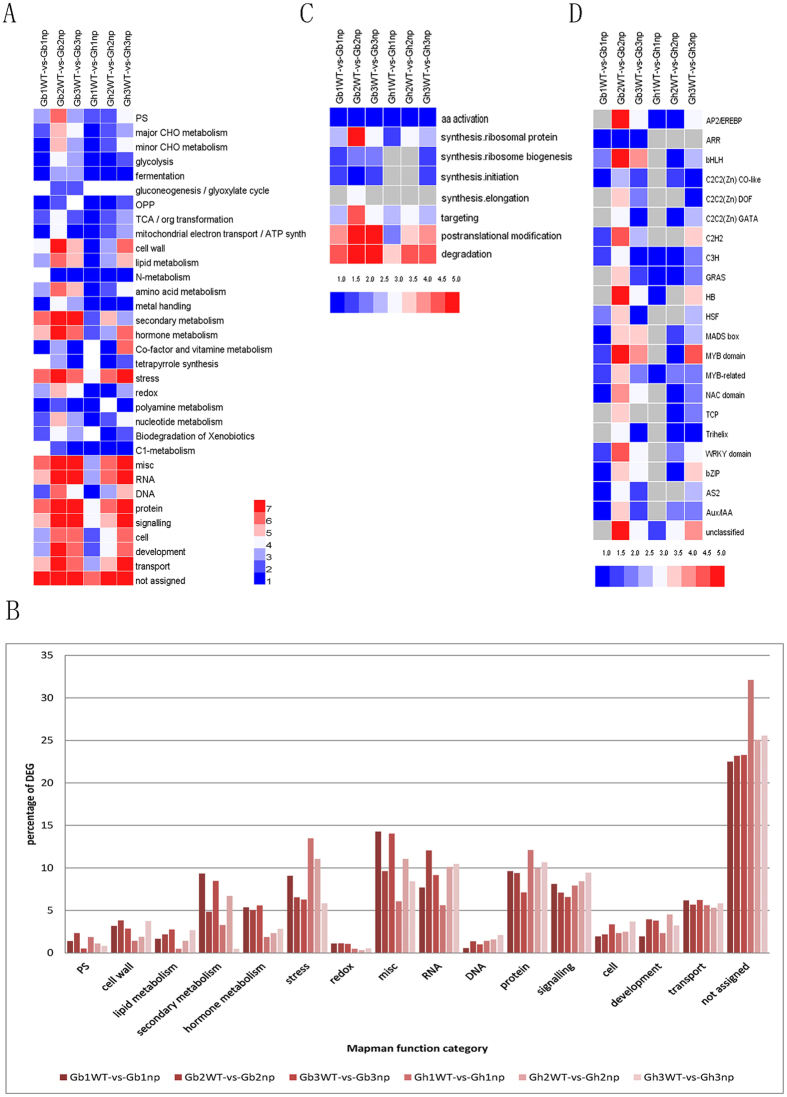
Enrichment of functional categories for DEGs in six compared groups. (**A**) Enrichment of functional categories for DEG lists. (**B**) Enrichment of protein subcategories. (**C**) Enrichment of transcription factor subcategories. (**D**) the percentage of each functional categories for DEGs in six compared groups. Gray, not significantly enriched. The bar showed the log2 value of enrich gene number.

**Figure 4:**
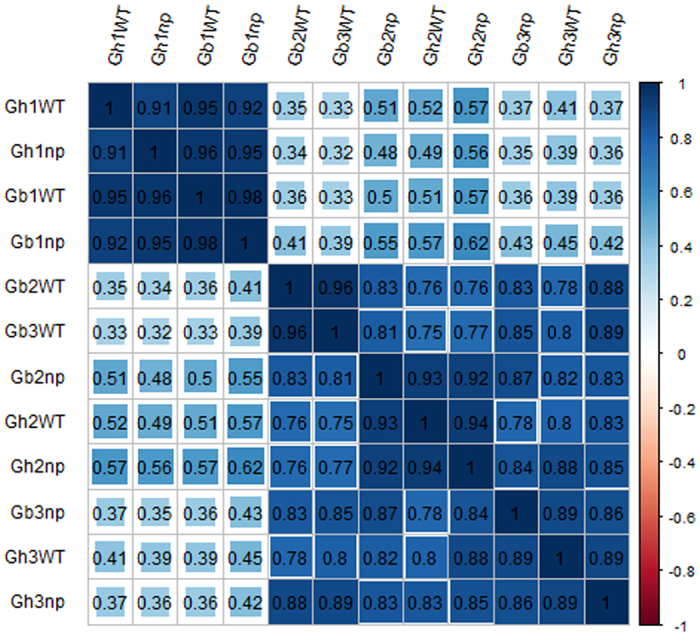
Correlation coefficients between gene expression data sets form three biological duplicates.

**Figure 5:**
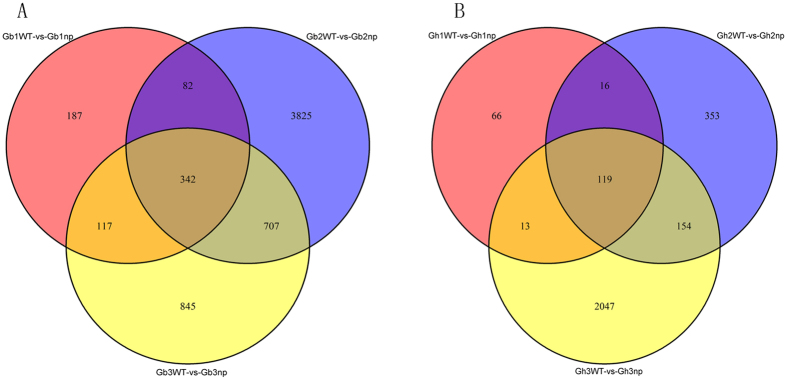
Venn diagram analyses of stage-specific expression genes in *G.barbadense* (**A**) *G. hirsutum* (**B**).

**Figure 6:**
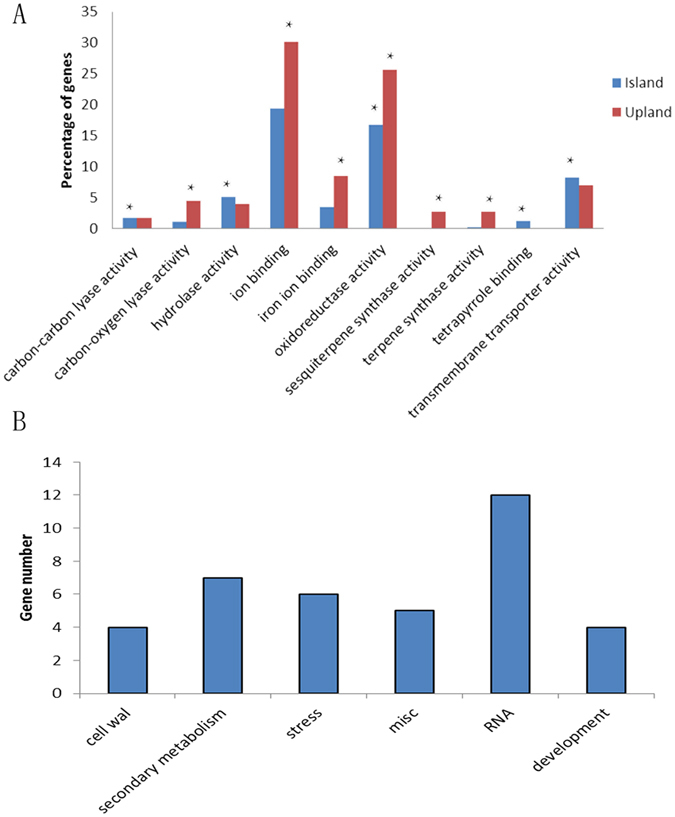
Enrichment of GO and Mapman functional categories for stage specific DEG in square initiating stage. (**A**) Go enrichment of the DEG between nulliplex branch and normal branch in *G. hirsutum* and *G.barbadense* in square initiating stage. (**B**) Enrichment of functional categories for DEG both in *G. hirsutum* and *G.barbadense*. Asterisk indicates *p* < 0.05.

**Figure 7:**
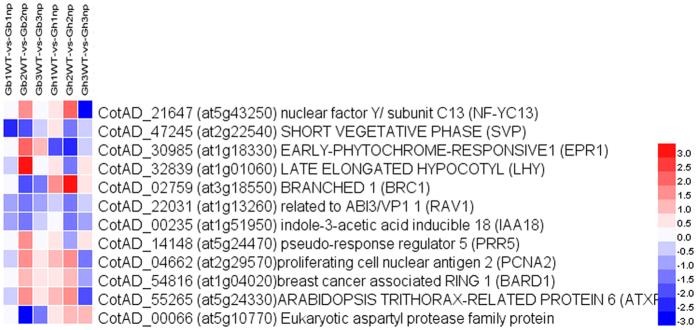
Expression profiles for transcription factors in square initiating stage-specific DEGs both in upland and *G.barbadense*. The bar showed log2 value of fold change.

**Figure 8:**
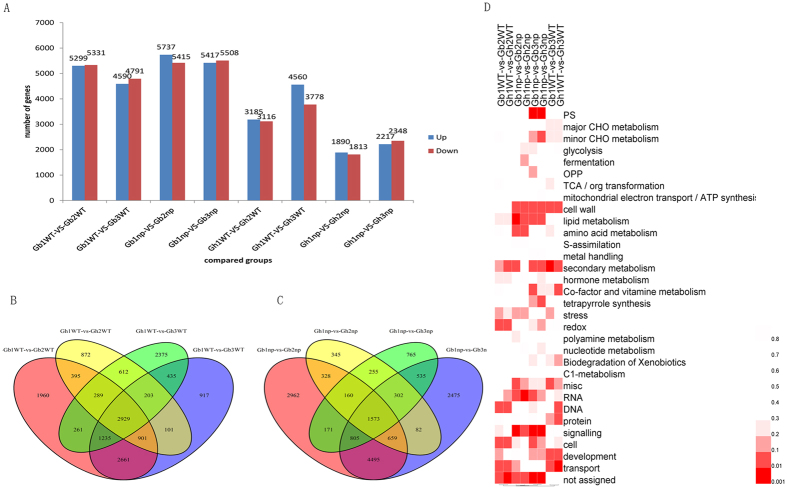
The distribution of DEG in different development stages. (**A**) Numbers of different expressed genes in each comparison. The numbers on column showed quantity of up-regulated (red) and down-regulated (blue) genes. (**B**,**C**) Venn diagram analyses of different stages in normal branch cotton and nulliplex branch cotton. (**D**) Enrichment of function categories for DEG. Gray, not significantly enriched. The bar mean the *p* value, *p* < 0.05 were significantly enriched.

**Figure 9:**
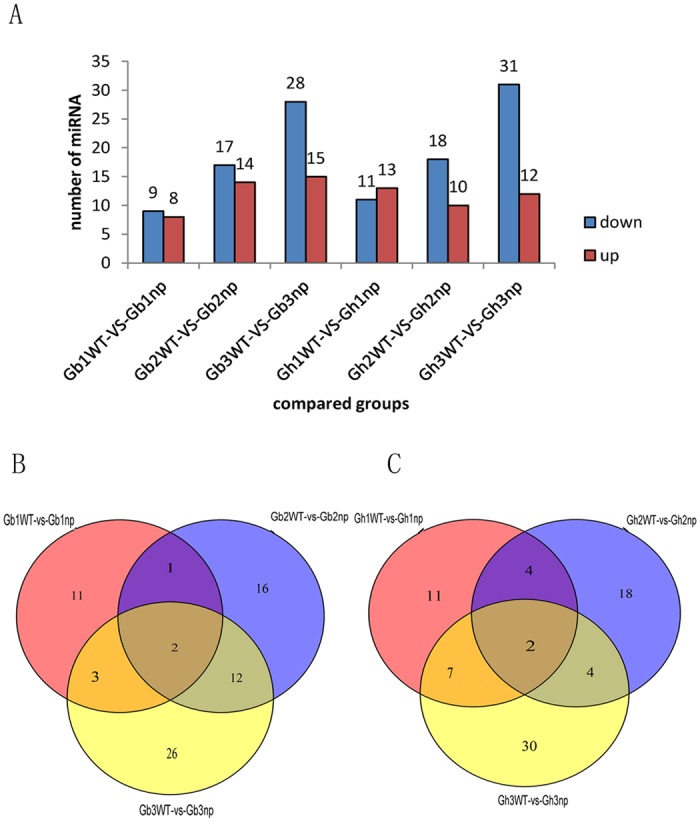
The statistics of differentially expressed miRNA. (**A**) Numbers of different expressed miRNA in each comparison. The numbers on column showed quantity of up-regulated (red) and down-regulated (blue) genes. Venn diagram analyses of stage-specific expression miRNAs in *G.barbadense* (**B**) *G. hirsutum* (**C**).

**Figure 10:**
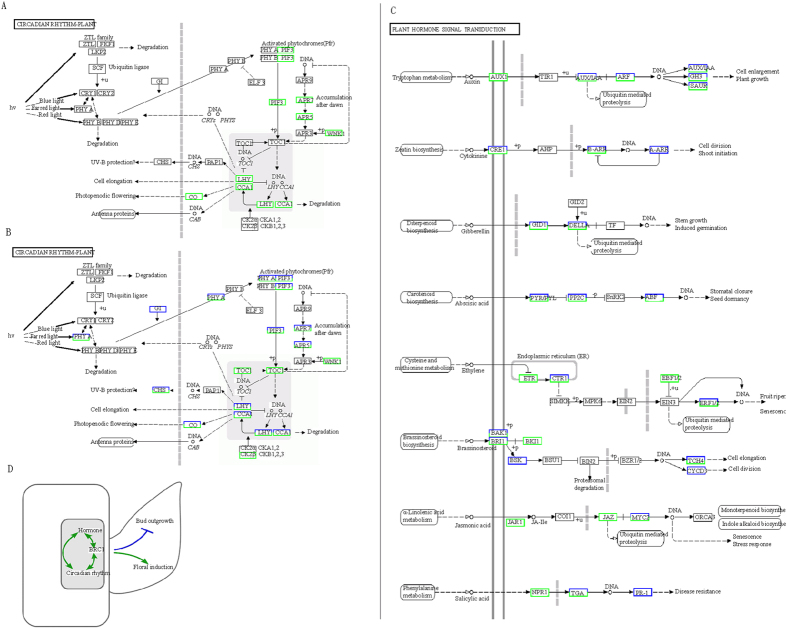
Schematic diagram in KEGG pathway of DEGs in square initiating stage by RNA-Seq data analysis and the model of bud outgrowth. (**A**) and (**B**) DEGs enriched in circadian rhythm pathway of *G. hirsutum* and *G.barbadense*, respectively. (**C**) DEGs enriched of plant hormone signal transduction pathway in G.barbadense. Up-regulated genes are colored red, down-regulated genes are colored green. (**D**) Proposed model for cotton fruit branch.

**Table 1:** Pathway annotation to KEGG of pre-squaring stage-specific DEG in *G.barbadense.*

	Pathway	Gene number(2243)	Pvalue	Qvalue	Pathway ID
1	Photosynthesis-antenna proteins	27 (1.2%)	3.36E-20	9.69E-18	ko00196
2	Metabolic pathways	768 (34.24%)	7.32E-11	1.05E-08	ko01100
3	DNA replication	49 (2.18%)	4.77E-10	4.58E-08	ko03030
4	Amino sugar and nucleotide sugar metabolism	77 (3.43%)	1.83E-08	1.32E-06	ko00520
5	Starch and sucrose metabolism	117 (5.22%)	4.13E-08	2.38E-06	ko00500
6	Biosynthesis of secondary metabolites	413 (18.41%)	2.61E-07	1.25E-05	ko01110
7	Plant hormone signal transduction	224 (9.99%)	1.56E-06	6.40E-05	ko04075
8	Plant-pathogen interaction	256 (11.41%)	5.72E-06	2.06E-04	ko04626
9	Fructose and mannose metabolism	119 (5.31%)	7.83E-05	2.51E-03	ko00051
10	Alanine, aspartate and glutamate metabolism	43 (1.92%)	0.000155339	4.47E-03	ko00250
11	Tyrosine metabolism	110 (4.9%)	0.000375324	9.83E-03	ko00350
12	Cyanoamino acid metabolism	32 (1.43%)	0.000818251	1.96E-02	ko00460
13	Other glycan degradation	35 (1.56%)	0.001132179	2.19E-02	ko00511
14	Apoptosis	81 (3.61%)	0.001144075	2.19E-02	ko04210
15	Chloroalkane and chloroalkene degradation	25 (1.11%)	0.001226188	2.19E-02	ko00625
16	Cysteine and methionine metabolism	35 (1.56%)	0.001249362	2.19E-02	ko00270
17	Mismatch repair	29 (1.29%)	0.001290759	2.19E-02	ko03430
18	Carotenoid biosynthesis	35 (1.56%)	0.001746863	2.79E-02	ko00906
19	Pentose phosphate pathway	35 (1.56%)	0.002632152	3.08E-02	ko00030
20	NF-kappa B signaling pathway	78 (3.48%)	0.002674192	3.08E-02	ko04064
21	Drug metabolism-cytochrome P450	22 (0.98%)	0.002785508	3.08E-02	ko00982
22	Chlorocyclohexane and chlorobenzene degradation	8 (0.36%)	0.002830841	3.08E-02	ko00361
23	Toll-like receptor signaling pathway	82 (3.66%)	0.002855844	3.08E-02	ko04620
24	Atrazine degradation	5 (0.22%)	0.002867008	3.08E-02	ko00791
25	Neurotrophin signaling pathway	89 (3.97%)	0.002874946	3.08E-02	ko04722
26	Lipopolysaccharide biosynthesis	11 (0.49%)	0.002949529	3.08E-02	ko00540
27	Microbial metabolism in diverse environments	225 (10.03%)	0.003075122	3.08E-02	ko01120
28	Pertussis	84 (3.74%)	0.00308791	3.08E-02	ko05133
29	Glutathione metabolism	33 (1.47%)	0.003273129	3.08E-02	ko00480
30	Neuroactive ligand-receptor interaction	2 (0.09%)	0.003312447	3.08E-02	ko04080
31	Leishmaniasis	81 (3.61%)	0.003312899	3.08E-02	ko05140
32	Pyrimidine metabolism	166 (7.4%)	0.004005977	3.61E-02	ko00240
33	Photosynthesis	29 (1.29%)	0.004622528	4.03E-02	ko00195
34	Chagas disease (American trypanosomiasis)	83 (3.7%)	0.005105472	4.32E-02	ko05142
35	Nitrogen metabolism	26 (1.16%)	0.005286608	4.35E-02	ko00910
36	D-Alanine metabolism	3 (0.13%)	0.005595	4.38E-02	ko00473
37	Benzoate degradation	87 (3.88%)	0.005774368	4.38E-02	ko00362
38	Insulin signaling pathway	46 (2.05%)	0.005838026	4.38E-02	ko04910
39	Ascorbate and aldarate metabolism	30 (1.34%)	0.005933246	4.38E-02	ko00053
40	Metabolism of xenobiotics by cytochrome P450	21 (0.94%)	0.00619936	4.46E-02	ko00980
41	Measles	82 (3.66%)	0.006586086	4.58E-02	ko05162
42	Tuberculosis	98 (4.37%)	0.006679158	4.58E-02	ko05152

**Table 2:** Pathway annotation to KEGG of pre-squaring stage-specific DEG in *G. hirsutum.*

	Pathway	Gene number (40)	Pvalue	Qvalue	Pathway ID
1	Photosynthesis-antenna proteins	2 (5%)	0.001319016	0.09855362	ko00196
2	Isoquinoline alkaloid biosynthesis	2 (5%)	0.00323993	0.09855362	ko00950
3	Biosynthesis of secondary metabolites	13 (32.5%)	0.003478363	0.09855362	ko01110
4	Benzoxazinoid biosynthesis	2 (5%)	0.00914341	0.19429746	ko00402
5	Sesquiterpenoid and triterpenoid biosynthesis	2 (5%)	0.01309328	0.22258576	ko00909
6	Glycolysis/Gluconeogenesis	3 (7.5%)	0.01931683	0.27001173	ko00010
7	Chloroalkane and chloroalkene degradation	2 (5%)	0.02223626	0.27001173	ko00625
8	Fatty acid metabolism	2 (5%)	0.03182014	0.31785701	ko00071
9	Pentose and glucuronate interconversions	3 (7.5%)	0.03903229	0.31785701	ko00040
10	Retinol metabolism	1 (2.5%)	0.04813431	0.31785701	ko00830
11	Cell cycle-yeast	3 (7.5%)	0.04846708	0.31785701	ko04111
12	Glycerolipid metabolism	2 (5%)	0.04915537	0.31785701	ko00561
13	Two-component system	2 (5%)	0.04991741	0.31785701	ko02020
14	Tyrosine metabolism	4 (10%)	0.05235292	0.31785701	ko00350
15	Diterpenoid biosynthesis	2 (5%)	0.0561666	0.3182774	ko00904

**Table 3:** The Mapman function annotation of DEG at square initiating stage both in *G. hirsutum* and *G.barbadense.*

Gene id	BinName	Description (homology gene in Arabidopsis)
CotAD_58304	PS.lightreaction.other electron carrier (ox/red).ferredoxin	(at1g02180) ferredoxin-related
CotAD_35943	major CHO metabolism.degradation.starch.starch cleavage.beta amylase	(at4g15210) ATBETA-AMY
CotAD_16567	minor CHO metabolism.trehalose.potential TPS/TPP	(at4g17770) TPS5
CotAD_00103	glycolysis.cytosolic branch.non-phosphorylating glyceraldehyde 3-phosphate dehydrogenase (NPGAP-DH)	(at2g24270)aldehyde dehydrogenase 11A3 (ALDH11A3)
CotAD_10000	fermentation.ADH	(at1g77120) alcohol dehydrogenase 1 (ADH1)
CotAD_07955	TCA/org transformation.carbonic anhydrases	(at3g01500) carbonic anhydrase 1 (CA1)
CotAD_48130	mitochondrial electron transport/ATP synthesis.alternative oxidase	(at5g64210)alternative oxidase 2 (AOX2)
CotAD_71865	cell wall.modification	(at4g38210) expansin A20 (EXPA20)
CotAD_72788	cell wall.modification	(at4g17030) expansin-like B1 (EXLB1)
CotAD_27981	cell wall.modification	(at3g29030) expansin A5 (EXPA5)
CotAD_16307	cell wall.pectin*esterases.PME	(at1g02810) Plant invertase/pectin methylesterase inhibitor superfamily
CotAD_12986	metal handling	(at5g27690) Heavy metal transport/detoxification superfamily protein
CotAD_07016	secondary metabolism.isoprenoids.non-mevalonate pathway.geranylgeranyl pyrophosphate synthase	(at4g38460) geranylgeranyl reductase (GGR)
CotAD_24175	secondary metabolism.phenylpropanoids.lignin biosynthesis.F5H	(at5g07990) TRANSPARENT TESTA 7 (TT7)
CotAD_56508	secondary metabolism.sulfur-containing.glucosinolates	(at4g03070) AOP1
CotAD_44293	secondary metabolism.sulfur-containing.glucosinolates.synthesis.aliphatic.sulfotransferase	(at1g74090) desulfo-glucosinolate sulfotransferase 18 (SOT18)
CotAD_44293	secondary metabolism.sulfur-containing.glucosinolates.synthesis.indole.indole-3-methyl-desulfoglucosinolate sulfotransferase	(at1g74090) desulfo-glucosinolate sulfotransferase 18 (SOT18)
CotAD_15307	secondary metabolism.flavonoids.dihydroflavonols	(at5g24530) DOWNY MILDEW RESISTANT 6 (DMR6)
CotAD_24175	secondary metabolism.flavonoids.dihydroflavonols.flavonoid 3”-monooxygenase	(at5g07990)TRANSPARENT TESTA 7 (TT7)
CotAD_49345	hormone metabolism.abscisic acid.induced-regulated-responsive-activated	(at5g59220) highly ABA-induced PP2C gene 1 (HAI1)
CotAD_56508	hormone metabolism.gibberelin.synthesis-degradation	(at4g03070) AOP1
CotAD_12787	tetrapyrrole synthesis.unspecified	(at1g17100) SOUL heme-binding family protein
CotAD_40314	stress.biotic	(at3g12500) basic chitinase (HCHIB)
CotAD_73916	stress.biotic.PR-proteins	(at1g61180) LRR and NB-ARC domains-containing disease resistance protein
CotAD_52530	stress.biotic.PR-proteins.proteinase inhibitors.trypsin inhibitor	(at1g17860) Kunitz family trypsin and protease inhibitor protein
CotAD_22468	stress.biotic.PR-proteins.proteinase inhibitors.trypsin inhibitor	(at1g17860) Kunitz family trypsin and protease inhibitor protein
CotAD_41277	stress.abiotic.drought/salt	(at1g30360) early-responsive to dehydration 4 (ERD4)
CotAD_68015	stress.abiotic.unspecified	(at5g66590) CAP superfamily protein
CotAD_24175	misc.cytochrome P450	(at5g07990)TRANSPARENT TESTA 7 (TT7)
CotAD_65900	misc.short chain dehydrogenase/reductase (SDR)	(at4g11410) NAD(P)-binding Rossmann-fold superfamily protein
CotAD_44293	misc.sulfotransferase	(at1g74090)desulfo-glucosinolate sulfotransferase 18 (SOT18)
CotAD_09729	misc.GDSL-motif lipase	(at5g40990) GDSL lipase 1 (GLIP1)
CotAD_26978	misc.GDSL-motif lipase	(at5g40990) GDSL lipase 1 (GLIP1)
CotAD_22031	RNA.regulation of transcription.AP2/EREBP, APETALA2/Ethylene-responsive element binding protein family	(at1g13260) related to ABI3/VP1 1 (RAV1)
CotAD_21647	RNA.regulation of transcription.CCAAT box binding factor family, HAP5	(at5g43250) “nuclear factor Y, subunit C13” (NF-YC13)
CotAD_47245	RNA.regulation of transcription.MADS box transcription factor family	(at2g22540) SHORT VEGETATIVE PHASE (SVP)
CotAD_32839	RNA.regulation of transcription.MYB-related transcription factor family	(at1g01060) LATE ELONGATED HYPOCOTYL (LHY)
CotAD_30985	RNA.regulation of transcription.MYB-related transcription factor family	(at1g18330) EARLY-PHYTOCHROME-RESPONSIVE1 (EPR1)
CotAD_02759	RNA.regulation of transcription.TCP transcription factor family	(at3g18550) BRANCHED 1 (BRC1)
CotAD_00235	RNA.regulation of transcription.Aux/IAA family	(at1g51950) indole-3-acetic acid inducible 18 (IAA18)
CotAD_14148	RNA.regulation of transcription.Psudo ARR transcription factor family	(at5g24470) pseudo-response regulator 5 (PRR5)
CotAD_54816	RNA.regulation of transcription.putative transcription regulator	(at1g04020)breast cancer associated RING 1 (BARD1)
CotAD_04662	RNA.regulation of transcription.putative transcription regulator	(at2g29570)proliferating cell nuclear antigen 2 (PCNA2)
CotAD_55265	RNA.regulation of transcription.SET-domain transcriptional regulator family	(at5g24330)ARABIDOPSIS TRITHORAX-RELATED PROTEIN 6 (ATXR6)
CotAD_00066	RNA.regulation of transcription.unclassified	(at5g10770) Eukaryotic aspartyl protease family protein
CotAD_65745	DNA.synthesis/chromatin structure	(at1g26840) origin recognition complex protein 6 (ORC6)
CotAD_49345	protein.postranslational modification	(at5g59220) highly ABA-induced PP2C gene 1 (HAI1)
CotAD_00063	protein.degradation.aspartate protease	(at5g10770) Eukaryotic aspartyl protease family protein
CotAD_64010	protein.degradation.ubiquitin.E3.RING	(at4g01270) RING/U-box superfamily protein
CotAD_72041	signalling.receptor kinases.leucine rich repeat VIII.VIII-2	(at1g56130) Leucine-rich repeat transmembrane protein kinase
CotAD_58997	signalling.phosphinositides.phosphatidylinositol-4-phosphate 5-kinase	(at1g71010) FORMS APLOID AND BINUCLEATE CELLS 1C (FAB1C)
CotAD_25160	signalling.MAP kinases	(at3g51630) with no lysine (K) kinase 5 (WNK5)
CotAD_06239	development.unspecified	(at3g59550)SYN3
CotAD_07322	development.unspecified	(at3g59550) SYN3
CotAD_42150	development.unspecified	(at4g19450) Major facilitator superfamily protein
CotAD_50063	development.unspecified	(at1g69490) NAC-like, activated by AP3/PI (NAP)
CotAD_07846	transport.amino acids	(at5g40780) LHT1 (lysine histidine transporter)
CotAD_40809	transport.unspecified cations	(at5g64560)magnesium transporter 9 (MGT9)
CotAD_61138	transport.misc	(at5g52450) MATE efflux family protein
CotAD_54187	not assigned.no ontology.hydroxyproline rich proteins	(at4g01050)thylakoid rhodanese-like (TROL)
CotAD_43563	not assigned.unknown	no original description
CotAD_18636	not assigned.unknown	(at5g40460) unknown protein
CotAD_17275	not assigned.unknown	(at3g48490) unknown protein
CotAD_29961	not assigned.unknown	(at5g05250) unknown protein
CotAD_23730	not assigned.unknown	(at5g56850) unknown protein
CotAD_26649	not assigned.unknown	(at2g38640)unknown function (DUF567)
CotAD_34939	not assigned.unknown	(at3g01680)unknown protein
CotAD_46956	not assigned.unknown	(gnl|cdd|36433) no description available
CotAD_56138	not assigned.unknown	(at3g56870) unknown protein
CotAD_48331	not assigned.unknown	(gnl|cdd|36433) no description available
CotAD_20876	not assigned.unknown	(at4g28310) unknown protein
CotAD_22049	not assigned.unknown	(at3g18440) aluminum-activated malate transporter 9 (ALMT9)
CotAD_74231	not assigned.unknown	(at4g28310) unknown protein
CotAD_40867	not assigned.unknown	(at5g21940) unknown protein

**Table 4:** Identified targets for known miRNAs in cotton.

	miR-name	log2Ratio	TargetID	log2Ratio	type	Target annotation
Gb1np/Gb1WT	miR9484	18.30964	CotAD_21580	−1.13888	up-down	unkown
			CotAD_34848	−2.5911	up-down	LRR family protein
	miR9674a-3p	−19.9987	CotAD_56347	1.333495	down-up	EMBRYO DEFECTIVE 976 (EMB976)
Gb2np/Gb2WT	miR5291a	−16.6434	CotAD_63772	1.518275	down-up	Glycosyl hydrolase family protein
	miR5537	19.1318	CotAD_07870	−1.05164	up-down	chloride channel A (CLC-A)
			CotAD_32730	−1.01925	up-down	Tetratricopeptide repeat (TPR)-like superfamily protein
			CotAD_72047	−1.34026	up-down	HXXXD-type acyl-transferase family protein
			CotAD_73186	−2.15217	up-down	HXXXD-type acyl-transferase family protein
	miR5641	−18.4987	CotAD_30697	3.752667	down-up	glycosyl hydrolase 9B18 (GH9B18)
			CotAD_35367	2.500502	down-up	SEPALLATA3 (SEP3)
	miR4393b	−19.5048	CotAD_41814	1.089024	down-up	cellulose-synthase like D2 (CSLD2)
	miR1077-5p	22.57754	CotAD_07688	−1.3105	up-down	unkown
			CotAD_35213	−1.28959	up-down	unkown
			CotAD_47342	−1.17882	up-down	unkown
			CotAD_48531	−1.29591	up-down	RRNA intron-encoded homing endonuclease
			CotAD_53140	−1.34414	up-down	unkown
			CotAD_70473	−1.13899	up-down	unkown
	miR156i-3p	17.38975	CotAD_31099	−2.04149	up-down	unkown
			CotAD_54581	−2.46349	up-down	galacturonosyltransferase 12 (GAUT12)
	miR166i	21.68899	CotAD_39504	−2.67928	up-down	unkown
			CotAD_75643	−1.8728	up-down	homeobox gene 8 (HB-8)
	miR9484	21.06244	CotAD_01114	−1.16244	up-down	NB-ARC domain-containing disease resistance protein
			CotAD_16057	−1.32682	up-down	unkown
			CotAD_21416	−1.28186	up-down	Late embryogenesis abundant protein, LEA-5
			CotAD_25778	−1.15489	up-down	pleiotropic drug resistance 5 (PDR5)
			CotAD_26434	−1.74762	up-down	nitrate transporter 1:2 (NRT1:2)
			CotAD_34848	−2.29922	up-down	LRR family protein
			CotAD_40632	−1.10811	up-down	allantoate amidohydrolase (AAH)
			CotAD_44160	−1.96883	up-down	receptor like protein 35 (RLP35)
			CotAD_47999	−1.29278	up-down	pleiotropic drug resistance 5 (PDR5)
			CotAD_68929	−2.75838	up-down	unkown
	miR862-3p	−16.5445	CotAD_40927	1.124491	down-up	unkown
	miR482d	17.53683	CotAD_34619	−5.55857	up-down	RECOGNITION OF PERONOSPORA PARASITICA 8 (RPP8)
	miR5298d	−16.4595	CotAD_45973	2.497785	down-up	unkown
			CotAD_67595	4.281629	down-up	Cysteine/Histidine-rich C1 domain family protein
Gb3np/Gb3WT	miR7502	−4.33643	CotAD_35035	1.416654	down-up	FRAGILE FIBER 1 (FRA1)
	miR482b	19.36951	CotAD_59175	−1.5279	up-down	NB-ARC domain-containing disease resistance protein
	miR167a-5p	25.12849	CotAD_21735	−1.82028	up-down	GDSL-like Lipase/Acylhydrolase superfamily protein
			CotAD_24173	−2.20715	up-down	Flavonoid 3′-monooxygenase
	miR829-5p	−17.6664	CotAD_20201	3.869985	down-up	Disease resistance protein (TIR-NBS-LRR class) family
	miR5641	−18.9006	CotAD_30080	1.385631	down-up	SABRE (SAB)
			CotAD_37128	1.089237	down-up	unkown
			CotAD_38231	1.789472	down-up	PARVUS (PARVUS)
			CotAD_65515	1.039363	down-up	P-loop containing nucleoside triphosphate hydrolases superfamily protein
	miR1159.1	21.12174	CotAD_28336	−14.1677	up-down	unkown
	miR157a-5p	−3.41905	CotAD_19197	5.586874	down-up	O-methyltransferase family protein
Gh1np/Gh1WT	miR9484	−18.1864	CotAD_52129	1.875941	down-up	probable E3 ubiquitin-protein ligase LOG2-like
Gh3np/Gh3WT	miR5537	18.61224	CotAD_28668	−3.57269	up-down	wall associated kinase-like 1 (WAKL1)
	miR6103-3p	−20.0962	CotAD_05723	1.008805	down-up	cysteine-rich RLK (RECEPTOR-like protein kinase) 25 (CRK25)
			CotAD_15382	1.28365	down-up	guanylyl cyclase 1 (GC1)
			CotAD_57423	3.435504	down-up	cysteine-rich RLK (RECEPTOR-like protein kinase) 26 (CRK26)
			CotAD_57424	1.427739	down-up	cysteine-rich RLK (RECEPTOR-like protein kinase) 10 (CRK10)
			CotAD_75962	1.142944	down-up	phragmoplast orienting kinesin 2 (POK2)
	miR2950	−3.81938	CotAD_23640	1.161408	down-up	hydroxyproline-rich glycoprotein family protei
	miR5021	−17.16	CotAD_02433	2.113803	down-up	MYB
			CotAD_05722	1.87195	down-up	cysteine-rich RLK (RECEPTOR-like protein kinase) 25 (CRK25)
			CotAD_08430	1.194253	down-up	Vacuolar import/degradation, Vid27-related protein
			CotAD_08496	1.074783	down-up	DREB1C
			CotAD_13093	1.070816	down-up	lectin protein kinase family protein
			CotAD_13340	1.687647	down-up	AAA-ATPase 1 (AATP1)
			CotAD_19878	1.284197	down-up	senescence-related gene 3 (SRG3)
			CotAD_28123	1.288063	down-up	early nodulin-like protein 1 (ENODL1)
			CotAD_31169	2.538615	down-up	sucrose-proton symporter 2 (SUC2)
			CotAD_35030	1.129006	down-up	WRKY transcription factor 26
			CotAD_38978	2.753387	down-up	dehydrin 2
			CotAD_68811	2.057678	down-up	plastid developmental protein DAG
			CotAD_72901	1.577081	down-up	FERONIA (FER)
	miR156a-5p	−20.6349	CotAD_28172	1.611284	down-up	PAS domain-containing protein tyrosine kinase family protein
	miR414	−18.2483	CotAD_05693	2.220604	down-up	unkown
			CotAD_08496	1.074783	down-up	DREB1C
			CotAD_20312	1.280126	down-up	plant intracellular ras group-related LRR 2
			CotAD_35408	1.248969	down-up	global transcription factor group E4 (GTE4)
			CotAD_39897	4.054389	down-up	ABA REPRESSOR1 (ABR1)
			CotAD_40639	2.371314	down-up	Calcium-binding EF-hand family protein
			CotAD_41567	1.228057	down-up	NBS-LRR resistance protein RGH2
			CotAD_42550	1.495769	down-up	unkown
			CotAD_53959	3.793863	down-up	CYCLIN D1;1 (CYCD1;1)
			CotAD_57315	4.286361	down-up	unkown
			CotAD_62266	2.179486	down-up	receptor like protein 13 (RLP13)
			CotAD_63349	4.788476	down-up	formin homology5 (Fh5)

How the deposited data were processed for this re-analysis (not part of the article)

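The mRNA values are read counts per gene deposited by the authors, who removed low-quality reads, adaptor fragments and empty reads, aligned the rest to the CAAS G. hirsutum genome with SOAP2 (at most 5 mismatches, version not stated) and counted reads per gene model in a column headed as unique reads; the treatment of reads that fit several models is not stated in the paper. Genes with no read in a library are not listed by the authors and were set to a count of 0. The RPKM values are also the authors' and were recomputed from the counts, the coding length and the library total. The 36 libraries are 12 groups (4 lines, 3 stages) of 3, with 23856040 to 28096619 reads counted per library.

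The small RNA values are read counts per miRNA and library deposited by the authors, who trimmed adaptors, kept perfect matches to the genome (SOAP2), named known miRNAs against miRBase 21 and predicted others with Mireap 0.1. Levels are given as RPM, reads scaled to 1000000 miRNA reads of the library, which numbered 754812 to 4329247. Known miRNAs and those predicted were tested together and counted apart.

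Groups were compared as 3 against 3 libraries with edgeR 4.0.16 (quasi-likelihood F test, TMM normalization, filterByExpr with a minimum count of 10) in R 4.3.3. p values were adjusted by Benjamini and Hochberg over all genes or miRNAs tested in the comparison. DEGs and DEMs have an adjusted p under 0.001 and an absolute log2 fold change over 1, the thresholds of the paper, which used DESeq. Fold changes are on TMM-scaled counts, while RPKM and RPM are scaled to the library total: the fitted log2 fold change minus the log2 ratio of the group means had a median of -0.08 to 0.04 over genes in the branch comparisons, -0.35 to -0.21 against seedlings, and -0.04 to 0.46 over miRNA families, the last at the squaring stage of G. barbadense. The standard error is the absolute log2 fold change over the square root of F. Comparisons were nulliplex against normal branch in each species and stage, and each later stage against the seedling stage and squaring against pre-squaring in each line. Differences between branch effects (pre-squaring against the mean of the other stages in each species, and G. barbadense against G. hirsutum at each stage) were tested as contrasts in 1 fit of all 36 libraries. Where a group had no read, the fold change is given as a bound against 3 counts over the group. This bound uses the pooled reads of each group and leaves out the spread between replicates.

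Alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, no filter on low counts, all libraries of the assay in 1 fit, the replicate number as a block, limma 3.58.1 (limma-trend) on log2(RPKM + 1) or log2(RPM + 1), and leaving out each library in turn. Correlations of group means were taken on RPKM, on log2(mean RPKM + 1) and by rank. Chosen after seeing the data were the sums of miRNA names by family number, leaving out a replicate number in the contrasts, line identity from genes chosen on the later libraries, all settings for the stage-specific and shared sets and the genes called at all 3 stages, and DESeq2 for squaring against pre-squaring. The family sum of miR172 is not used, since 2 of its names held reads within 3% of each other in 7 of 7 libraries with over 200 reads of both. The replicate number was used as a block as an alternative alone, since nothing in the sample labels states that replicates of different groups were grown or handled together.

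Genes are named by a rule: every gene the paper names, with the 12 genes listed under RNA processes in Table 3; for each gene list and branch comparison up to 4 members past the threshold with the largest change; of genes without a name, the 2 largest rises and 2 largest falls per comparison among those past the threshold with no overlap between the 3 and 3 libraries; every miRNA the paper names, and per branch comparison the 5 largest rises and 5 largest falls past the threshold. The 12 gene lists were taken from Tables 3 and 4 by the function of the homologue: transcription factors of Table 3, circadian clock, flowering and meristem regulators, DNA replication with chromatin and cell cycle, cell wall, secondary metabolism, stress and defence proteins, disease resistance and receptor proteins, abscisic acid and dehydration, carbon metabolism, transport, and green leaf tissue, the last as a marker of expanded leaf in an apex. The study made those tables from these samples. miRNA lists were made by the target class of the family: phase change and flowering time, meristem and organ boundaries, auxin signalling, nutrients and copper proteins, small RNA pathway, NBS-LRR and MYB targets, GAMYB, and the miRNAs named by the paper. List counts are given over all genes or names tested and adjusted over the list alone.

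The tests were checked on simulated data. All counts were drawn at random from the mean and spread of each gene or miRNA, as estimated from the real libraries, and the library sizes. In each set 200 genes or miRNAs, none of the least abundant, were changed by 3, 4, 8 or 16 times (50 each). The share called, and the number of unchanged genes or miRNAs called, were counted for edgeR, DESeq2 and limma in the branch comparisons. They were also counted for edgeR with the replicate block in those of mRNA, and for edgeR alone in the stage comparisons and some contrasts. Line identity was checked with genes over 1 RPKM in 1 line alone: 24 of 24 libraries matched their line with genes chosen on the seedlings, and 12 of 12 with genes chosen on the later libraries. The fold changes of the authors' own supplementary tables correlated with these at 0.9998 for the seedling comparison of G. barbadense. Calls were counted for splits of the libraries, 10 per comparison and 40 per contrast, each number including the real split. Tables were handled in Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6, and figures drawn with matplotlib 3.10.9.

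Functional categories (MapMan, GO, KEGG), the qPCR measurements, target prediction and the alignment of reads were not analysed here.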

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

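The tests of the switching miRNA names, and of depth and spread at the pre-squaring stage, were chosen only after the result was seen. So were the tests of the depth of Gh1np replicate 2 and of the splits of each pairwise comparison. The BRC1 value with 3 counts was also chosen then. The other predictions were written before the tests were run. miRNA names such as miR167h were at 0 in some replicates of a group and high in others, in 73 cases of 47 names. The cases were chosen at over 1000 RPM in a replicate, so the reads expected in a library with 0 (at least 703) had to be many. For such names too few reads is excluded by that choice and not by a test that could have failed. Of 43 cases with another switching name of the family, the summed reads lay within 2 times over the replicates in 39.5%, above the highest of 1000 draws (6.98%) but under the 50% set for a cause, so counting of a miRNA under different names of its family stays open. It may act on part of the names, as for miR167h and miR167a-5p in miGb2WT.

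More genes were called between Gb2np and Gb2WT than in any other branch comparison. A difference in depth (ratio of mean reads 1) is excluded, and so is a smaller spread between these replicates as the whole cause: with the spread shared by all libraries Gb2 still held 1.48 times the DEGs of the next comparison. The gap narrowed from 4594 against 826 DEGs to 2722 against 1844, in a fit that also changes the genes tested and the degrees of freedom, so what part of the size goes with the spread stays open. Another explanation, that Gb2WT apexes were further along than Gb2np apexes, could be read from the stage change of G. hirsutum: the log2 ratio of Gb2WT to Gb2np correlated across genes at 0.16 with that of Gh3WT to Gh2WT, between the limits set, so it stays open. With Gh3np to Gh2np, looked at beside it, r was 0.51, and with the seedling-to-pre-squaring changes it was -0.08 and -0.21. By the sample labels Gb2WT plants had about 8 leaves and Gb2np plants about 6.

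Gh1np replicate 2 lies apart from replicates 1 and 3: 9.35% of its genes deviated by over 1 on the log2 scale, against 4.15% and 4.97% for the others. A lower depth (0.969 of the others), RNA of another line (0 reads of 7 private genes) and a bias by coding length (rho -0.05) are excluded. Its deviation correlated across genes at 0.42 with the change from Gb1np to Gb2np, over the limit of 0.3 written beforehand, in line with apexes of another age or tissue make-up in this library. It was kept in all comparisons, and leaving it out raised the calls of Gh2np and Gh3np against Gh1np to 5235 and 5485.

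The branch effect differed between the species at the pre-squaring stage by 4.97 for LHY, 4.65 for EPR1 and 2.60 for PRR5 on the log2 scale. For BRC1 the fit gave -10.09, which is no estimate of size, since Gh2WT had no read. With 3 counts set over that group the difference comes to -7.2. This value leaves out the error of the G. barbadense estimate and the spread between replicates, so it is not a limit. The branch effect differed between the species in 740 genes at the seedling, 1615 at the pre-squaring and 2963 at the squaring stage. The pre-squaring effect differed from the other stages in 901 genes of G. barbadense and 281 of G. hirsutum. For these 5 totals the real split was the 1 with most calls of 40. The highest other split gave 56, 173, 34, 200 and 109 genes in the same order. The other splits mix normal- and nulliplex-branch libraries within groups, which widens the fitted spread and lowers their calls. They also remove the branch effect itself, so they cannot exclude chance for a difference between branch effects.

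For the pairwise comparisons the 10 splits are too few for a share under 0.05, so chance is not excluded by them. The real split alone (1 of 10) reached its count at Gb1 (189), Gb2 (4594), Gb3 (515), Gh2 (111), Gh3 (826), Gb2WT, Gb3WT, Gb2np and Gb3np against seedlings (9304, 7942, 7644 and 7044), Gh2WT, Gh3WT, Gh2np and Gh3np against seedlings (2272, 4651, 546 and 1639) and the miRNAs of Gb3 (65), with 0 in the highest other split. For Gh1 and the miRNAs of Gb1, Gb2, Gh1, Gh2 and Gh3 the real count was 0, so all 10 splits reached it, and the highest other split gave 1 for the miRNAs of Gb1 and 0 for the rest.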

How the results depend on the processing

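The family sums, the contrasts without a replicate number, all settings for the stage-specific and shared sets and the genes called at all 3 stages, and DESeq2 for squaring against pre-squaring were chosen only after the result was seen. DESeq2 moved 33 results and left 6 the same, all libraries in 1 fit 29 and 6, the block 21 and 14, no filter 20 and 15, limma 9 and 18 on RPKM and 6 and 0 on RPM, and leaving out 1 replicate 76 and 116. limma was not set beside the main test for named genes. Under the other settings no named gene changed direction, and 31 of 87 named genes and comparisons stayed on the same side of the threshold with DESeq2, no filter, 1 fit and each library left out. The cause of the dependence was not tested. In the simulated mRNA branch comparisons DESeq2 called up to 31 unchanged genes (Gh1) and edgeR at most 3 (Gh3). Each group has 3 libraries, and simulated 16-fold changes of miRNAs were found by edgeR in at most 20%, so counts of 0 miRNAs are no evidence of absence.

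With DESeq2 the branch DEGs were 913 at Gb1, 2729 at Gb3, 389 at Gh1, 1078 at Gh2 and 3133 at Gh3, and against seedlings 11563 in Gb3np, 8780 in Gh2WT, 10509 in Gh3WT, 6886 in Gh2np and 7854 in Gh3np. Squaring against pre-squaring they were 396 in Gb3WT, 3304 in Gb3np, 4717 in Gh3WT and 3461 in Gh3np. DEMs were 13 at Gb2, 29 at Gb3, 2 at Gh1, 1 at Gh2 and 23 at Gh3. Stage-specific DEGs were 244 and 1157 (Gb seedling and squaring) and 160, 614 and 2665 (Gh), sets shared against seedlings 507, 580, 571 and 807 (pre-squaring in normal and nulliplex lines, then squaring), and candidate genes, called at the pre-squaring stage alone in both species, 128. The species correlation was 0.0701 (Spearman 0.103).

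Without a filter on low counts DEGs were 303 at Gb1, 866 at Gb3, 3 at Gh1, 181 at Gh2, 1393 at Gh3 and 1018 in Gh2np against Gh1np, DEMs 4 at Gb3 and 3 at Gh3, candidates 16, and the species correlation 0.0633 (Spearman 0.103). With all libraries in 1 fit DEGs were 778, 2722 and 1582 at Gb1 to Gb3, 560, 397 and 1844 at Gh1 to Gh3, and against seedlings 10591 in Gb3np, 8787 in Gh2WT, 10934 in Gh3WT, 7133 in Gh2np and 7912 in Gh3np. DEMs were 2, 4 and 39 at Gb1 to Gb3, 2 at Gh1 and 14 at Gh3, and candidates 13. limma on RPKM gave 30 DEGs at Gh1, 513 at Gh3, 1071 in Gh2np against Gh1np and 3 candidates, and on RPM 4, 16 and 109 DEMs at Gb1 to Gb3 and 1, 3 and 30 at Gh1 to Gh3.

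For the stage-specific and shared sets, in the same order, stage-specific DEGs without a filter were 46 and 242 (Gb seedling and squaring) and 1, 62 and 1274 (Gh), and shared sets 169 and 66 at pre-squaring. In 1 fit they were 193, 1904 and 694 (Gb) and 301, 118 and 1545 (Gh), and shared 478, 624, 632 and 818. With the block they were 2 and 28 (Gb seedling and squaring) and 6 and 111 (Gh pre-squaring and squaring), and shared 0, 0, 24 and 0. With limma they were 4 (Gh seedling) and 432 (Gh squaring), and shared 249 and 90 at pre-squaring. Genes called at all 3 stages, 110 by edgeR in Gb and 0 in Gh, were 422 and 147 with DESeq2, 181 and 2 without a filter, 395 and 177 in 1 fit, 27 and 0 with the block, 115 and 21 with limma, and 9 to 140 and 0 with 1 library left out.

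With the replicate number as a block DEGs were 40 at Gb1, 229 at Gb3, 16 at Gh2, 121 at Gh3, and against seedlings 4780 in Gb2np, 4353 in Gb3np, 949 in Gh3WT and 0 in Gh2WT, Gh2np and Gh3np; DEMs were 0 at Gb3 and candidates 2. The labels do not state a pairing, and in no comparison did libraries of the same replicate number correlate above 0.1 throughout (lowest -0.386, highest 0.183), so the block costs degrees of freedom without a pairing seen in the data.

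On log2(mean RPKM + 1) the correlations were 0.958 for Gb2, 0.968 for Gb3, 0.969 for Gh3 and 0.987 for Gb2WT with Gb3WT, and by rank 0.958, 0.967, 0.969 and 0.985.

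With 1 library left out, DEGs ran from 14 to 227 at Gb1, 201 to 477 at Gb3, 18 to 100 at Gh2 and 84 to 1016 at Gh3. Against seedlings they ran from 4546 to 7124 in Gb3WT, 3490 to 11200 in Gb2np, 2784 to 9031 in Gb3np, 0 to 1779 in Gh2WT, 147 to 4050 in Gh3WT, 0 to 5235 in Gh2np and 0 to 5485 in Gh3np. DEMs of Gb3 were 0 in each. Without a replicate number in every group, the contrasts ran from 105 to 216 (pre-squaring apart in Gb), 1 to 24 (in Gh), and 247 to 648, 408 to 579 and 695 to 1882 (species at the 3 stages), and the correlations from 0.966 to 0.98 for Gb1 and 0.943 to 0.968 for Gb2WT with Gb3WT.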

Differences from the paper's values

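The alternatives for the stage-specific and shared sets and every comparison of statements were chosen only after the result was seen. Of 178 values set beside the paper's, 54 differ by more than the limit set for the kind of value. The 178 include the log2 ratios of the genes and miRNAs in the 80 pairs of Table 4. These were recomputed from the same counts, and none is among the 54. All 54 are counts of calls, of set members or of reads, so the share of counts that differ is higher than 54 of 178. The settings named below are the alternatives set before the data were examined, except where said otherwise.

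Seedling DEGs of G. barbadense: the paper gives 422 higher and 307 lower and edgeR here 119 and 70; DESeq2 (525 and 388) and all libraries in 1 fit (474 and 304) do not differ from the paper's, while no filter (189 and 114), the block (32 and 8) and limma (126 and 68) do. Squaring DEGs of G. barbadense: the paper gives 1069 and 943 and edgeR 321 and 194; DESeq2 (1371 and 1358) and 1 fit (868 and 714) do not differ, no filter (498 and 368), the block (166 and 63) and limma (337 and 188) do. Seedling DEGs of G. hirsutum: the paper gives 123 and 92 and edgeR 0 and 0, and every alternative differs: DESeq2 205 and 184, no filter 1 and 2, 1 fit 275 and 285, the block 0 and 0, limma 9 and 21. Gene by gene the lists overlap more than the totals show. The 389 DESeq2 calls at Gh1 held 201 of the 215 genes of the authors' own list, and all 215 had the same sign. At Gb1 the 913 DESeq2 calls held 712 of the authors' 729 genes, and the edgeR calls 188.

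Pre-squaring DEGs of G. hirsutum: the paper gives 339 higher and 304 lower and edgeR 54 and 57. For the higher genes DESeq2 (429) does not differ and 1 fit (161) does; for the lower ones 1 fit (236) does not and DESeq2 (649) does. No filter (85 and 96), the block (12 and 4) and limma (62 and 50) differ in both. Of the 643 genes of the authors' own list for this comparison, DESeq2 called 625 and edgeR 111. Squaring DEGs of G. hirsutum: the paper gives 1344 and 990 and edgeR 402 and 424; DESeq2 (1751 and 1382), 1 fit (1108 and 736) and, for the lower genes, no filter (696) do not differ, while no filter for the higher (697), the block (63 and 58) and limma (281 and 232) do. Leaving out 1 library reached the paper's value in none of these.

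Against the seedling stage the paper's values were read by eye from Fig. 8A. For Gb2np the paper shows about 5700 higher and edgeR gives 3220; DESeq2 (5291), 1 fit (4900), limma (4899) and leaving out Gb1np replicate 3 (5483) do not differ, no filter (3450) and the block (1701) do. For Gb3np it shows about 5400 higher and edgeR gives 2690; DESeq2 (5575), 1 fit (5218), limma (4103) and leaving out Gb1np replicate 3 (4036) do not differ, no filter (2946) and the block (1510) do. For Gh2WT it shows about 3200 higher and about 3100 lower and edgeR gives 820 and 1452; DESeq2 (4149 and 4631) and 1 fit (4238 and 4549) do not differ, no filter (1200 and 2004), the block (0 and 0) and limma (1847 and 1129) do.

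For Gh3WT Fig. 8A of the paper shows about 4600 higher and about 3800 lower and edgeR gives 2189 and 2462; DESeq2 (5362 and 5147), 1 fit (5497 and 5437), limma for the higher (3439) and no filter for the lower (2967) do not differ, while no filter for the higher (2654), limma for the lower (1954) and the block (402 and 547) do. For Gh2np the paper shows about 1900 and about 1800 and edgeR gives 233 and 313; for the higher genes DESeq2 (2813) and leaving out Gh1np replicate 2 (2128) do not differ and no filter (396), 1 fit (2875), the block (0) and limma (713) do. For the lower ones all differ: DESeq2 4073, no filter 622, 1 fit 4258, the block 0, limma 358. For Gh3np it shows about 2200 and about 2300 and edgeR gives 615 and 1024; for the higher genes limma (1469) and leaving out Gh1np replicate 2 (1959) do not differ and DESeq2 (3331), no filter (800), 1 fit (3371) and the block (0) do. For the lower ones all differ: DESeq2 4523, no filter 1345, 1 fit 4541, the block 0, limma 853.

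Stage-specific DEGs: the paper gives 187 and 845 for the seedling and squaring stages of G. barbadense and edgeR 22 and 110; it gives 66, 353 and 2047 for G. hirsutum and edgeR 0, 29 and 744. DESeq2, chosen after seeing the values, does not differ for G. barbadense (244 and 1157) or the G. hirsutum squaring stage (2665) and differs for its seedling (160) and pre-squaring stages (614). The same holds of 1 fit, also chosen after (193 and 694, and 301, 118 and 1545), while no filter (46 and 242, and 1, 62 and 1274), the block (2 and 28, and 0, 6 and 111) and limma (27 and 125, and 4, 30 and 432) differ in all. DEGs against seedlings shared by the species: the paper gives 395 (pre-squaring) and 435 (squaring) for the normal branch and edgeR 112 and 265, and of the settings, all chosen after, DESeq2 (507 and 571) and 1 fit (478 and 632) do not differ, no filter (169 and 337) and limma (249 and 329) differ for the first alone, and the block (0 and 24) for both. For the nulliplex branch the paper gives 328 and 535, edgeR 37 and 287, and all differ: DESeq2 580 and 807, no filter 66 and 351, 1 fit 624 and 818, the block 0 and 0, limma 90 and 352. Candidate genes: the paper gives 68 and edgeR 6, and all alternatives differ: DESeq2 128, no filter 16, 1 fit 13, the block 2, limma 3.

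DEMs (higher and lower): the paper gives 8 and 9 at the seedling stage of G. barbadense and edgeR 0 and 0, with DESeq2 0 and 0, no filter 0 and 0, 1 fit 1 and 1, the block 0 and 0 and limma 2 and 2, all differing. At its pre-squaring stage the paper gives 14 and 17 and edgeR 0 and 0, with DESeq2 6 and 7, no filter 0 and 0, 1 fit 2 and 2, the block 0 and 0 and limma 6 and 10, all differing. At its squaring stage the paper gives 28 lower and edgeR 44, with DESeq2 16, no filter 3, 1 fit 17, the block 0 and limma 83, all differing. For G. hirsutum seedlings the paper gives 13 and 11 and edgeR 0 and 0, with DESeq2 2 and 0, no filter 0 and 0, 1 fit 2 and 0, the block 0 and 0 and limma 1 and 0, all differing. At its pre-squaring stage the paper gives 10 and 18 and edgeR 0 and 0, with DESeq2 1 and 0, no filter 0 and 0, 1 fit 0 and 0, the block 0 and 0 and limma 2 and 1, all differing. At its squaring stage the paper gives 12 and 31 and edgeR 0 and 0; 1 fit for the higher (8) and limma for the lower (27) do not differ, and DESeq2 (5 and 18), no filter (0 and 3), the block (0 and 0), 1 fit for the lower (6) and limma for the higher (3) do.

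Stage-specific DEMs: the paper gives 11, 16 and 26 for G. barbadense and edgeR 0, 0 and 65; DESeq2 (0, 7 and 23) does not differ for the last and limma (2, 7 and 99) differs in all. For G. hirsutum the paper gives 11, 18 and 30 and edgeR 0, 0 and 0; DESeq2 (2, 1 and 23) and limma (1, 3 and 30) do not differ for the last and differ for the others. DEMs among the miRNAs the authors predicted: the paper gives 13 and 8 for the seedling and pre-squaring stages of G. barbadense and edgeR 0 and 0, and limma does not differ for the second (10) and differs for the first (2), while DESeq2 (0 and 3), 1 fit (0 and 2), no filter and the block (0) differ. For G. hirsutum the paper gives 11, 9 and 13 and edgeR 0, 0 and 0, and all alternatives differ: DESeq2 0, 1 and 5, 1 fit 0, 0 and 1, limma 0, 1 and 31, no filter and the block 0.

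The paper's 1915778530 clean reads stand beside 907713379 reads counted on genes here, and the paper's 422920856 small RNA reads beside 65088067 counted on miRNAs; these are different quantities.

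Statements that differ: the paper calls miR157a-5p, miR166a-3p and miR3954 stably expressed, while the group means of miR157a-5p here differ 107-fold. The paper contrasts its 7 genes of Fig. 7 with the other stages, and none of the 7 passes the threshold when that contrast is tested here. Their estimates all had the paper's direction in both species, with NF-YC13 in G. hirsutum nearest the threshold (3.34, adjusted p = 0.0028 from edgeR). The test is stricter than a fold change per stage, so this is a lack of a call and not an opposite result. It reports miR166c for the pre-squaring stage of G. hirsutum, where here 1 of 6 libraries holds reads of it. In its discussion the paper gives a correlation of 0.84 for Gb3 and 0.93 for Gh2, beside 0.845 and 0.939 here.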

Other observations

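The choice of genes and families set together here was made only after the result was seen. At the pre-squaring stage PCNA2, ATXR6, ORC6 and BARD1 were higher in Gb2np than in Gb2WT, and the means of PCNA2, ATXR6 and BARD1 were higher in Gh2np than in Gh2WT (adjusted p 0.02 to 0.035). At squaring their means were lower in Gh3np than in Gh3WT, with log2 fold changes of -1.25 for PCNA2, -1.78 for ATXR6 and -0.70 for BARD1 (adjusted p = 0.0042, 0.0038 and 0.0096, none past 0.001). CYCD1;1, another gene of the cell cycle, went the other way at squaring, from 0.543 RPKM in Gh3WT to 7.88 in Gh3np (log2 fold change 3.78, adjusted p = 0.00026). A difference in the share of dividing cells between the apexes was not measured.

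The phase-change miRNAs miR156 and miR157 fell in miGb3np, and miR172a averaged lower in the nulliplex line at squaring in both species (log2 fold changes of -2.28 and -1.59, adjusted p = 0.0014 and 0.047 from edgeR and 0.48 and 0.78 by DESeq2). miR2950 had log2 fold changes of -3.09 and -3.38 in the same comparisons (family sums). miR156 and miR172 run in opposite directions through phase change in other plants, and here miR156 and miR172a both averaged lower in miGb3np.

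In the normal-branch line of G. barbadense edgeR called no gene between the pre-squaring and squaring stages, against 1912 in its nulliplex-branch line, and DESeq2 396 against 3304. In G. barbadense edgeR called 110 genes between the lines at all 3 stages, 85 higher and 25 lower in the nulliplex line, each in the same direction. This became 422 with DESeq2 (409 in the same direction), 395 in 1 fit, 27 with the block and 9 to 140 with 1 library left out. With 1 line per branch type, such genes mark the line and not the branch type alone.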
